# LncRNA EPR controls epithelial proliferation by coordinating *Cdkn1a* transcription and mRNA decay response to TGF-β

**DOI:** 10.1038/s41467-019-09754-1

**Published:** 2019-04-29

**Authors:** Martina Rossi, Gabriele Bucci, Dario Rizzotto, Domenico Bordo, Matteo J. Marzi, Margherita Puppo, Arielle Flinois, Domenica Spadaro, Sandra Citi, Laura Emionite, Michele Cilli, Francesco Nicassio, Alberto Inga, Paola Briata, Roberto Gherzi

**Keywords:** Breast cancer, Long non-coding RNAs, RNA decay, Transcription

## Abstract

Long noncoding RNAs (lncRNAs) are emerging as regulators of fundamental biological processes. Here we report on the characterization of an intergenic lncRNA expressed in epithelial tissues which we termed EPR (Epithelial cell Program Regulator). EPR is rapidly downregulated by TGF-β and its sustained expression largely reshapes the transcriptome, favors the acquisition of epithelial traits, and reduces cell proliferation in cultured mammary gland cells as well as in an animal model of orthotopic transplantation. EPR generates a small peptide that localizes at epithelial cell junctions but the RNA molecule per se accounts for the vast majority of EPR-induced gene expression changes. Mechanistically, EPR interacts with chromatin and regulates *Cdkn1a* gene expression by affecting both its transcription and mRNA decay through its association with SMAD3 and the mRNA decay-promoting factor KHSRP, respectively. We propose that EPR enables epithelial cells to control proliferation by modulating waves of gene expression in response to TGF-β.

## Abstract (web summary)

Several lncRNAs are regulated by TGF-β. Here the authors report that an intergenic lncRNA —EPR— is a component of the TGF-β signaling pathway and controls epithelial cell proliferation by altering transcription and mRNA decay of Cdkn1a. EPR overexpression restrains tumor growth of orthotopically transplanted mice.

## Introduction

Human transcriptome analysis has revealed the existence of a surprisingly high number of noncoding RNAs that have been classified in multiple families based on their size and biogenesis. Long noncoding RNAs (lncRNAs) are defined as transcripts longer than 200 nucleotides transcribed by RNA polymerase II and commonly originated from intergenic regions. LncRNAs can be capped, spliced, and polyadenylated and usually show limited protein coding potential (refs. ^1,2^, and literature cited therein).

LncRNAs are emerging as a fundamental aspect of biology due to their ability to reprogram gene expression and influence distinct cellular functions including cell fate determination, cell cycle progression, apoptosis, and aging^1,2^. Their expression is usually tissue restricted, developmentally regulated, and can change under specific pathological conditions. Many lncRNAs influence hallmarks of cancer such as uncontrolled proliferation, evasion of cell death, as well as metastasis formation and it has been suggested that lncRNAs can act as oncogenes or tumor suppressors —either directly or indirectly— by interfering with different pathways^3,4^. From a mechanistic point of view, lncRNAs may influence the function of transcriptional complexes, modulate chromatin structures, serve as scaffolds to form ribonucleoprotein (RNP) complexes or as decoys for proteins and micro-RNAs (miRNAs)^2,5^. Thus, lncRNA-mediated control of gene expression may take place at transcriptional and/or posttranscriptional levels^5–9^.

Recently, lncRNAs have been described as important components of the transforming growth factor β (TGF-β) signaling pathway^10,11^. TGF-β belongs to a large family of structurally related cytokines that regulate growth, survival, differentiation, and migration of many cell types including mammary gland epithelial cells (ref. ^12^. for a review). TGF-β activates membrane kinase receptors and induces phosphorylation of cell-specific SMAD proteins that, in complex with the common SMAD4, accumulate into the nucleus to regulate gene expression at different levels (ref. ^13^. for a recent review).

In our previous studies, we showed that the multifunctional RNA-binding protein KHSRP acts as a regulatory hub that conveys extracellular stimuli into gene expression changes due to its ability to interact with several molecular partners^14^. KHSRP is able to posttranscriptionally regulate gene expression by promoting decay of unstable mRNAs, favoring maturation of select miRNAs from precursors, and controlling alternative splicing events^14^. Recently, we reported that KHSRP affects the alternative splicing of a cohort of pre-mRNAs that encode regulators of cell adhesion and motility—such as CD44 and FGFR2—favoring their epithelial type exon usage and that miRNA-mediated KHSRP silencing is required for TGF-β-induced epithelial-to-mesenchymal transition (EMT) in immortalized NMuMG mammary gland cells^15^. Further, we found that Resveratrol—a natural polyphenolic compound endowed with anti-inflammatory, antiproliferative, as well as proapoptotic activities—prevents TGF-β-dependent KHSRP downregulation. thus shifting *Cd44* and *Fgfr2* pre-mRNA alternative splicing from the mesenchymal-specific to the epithelial-specific isoforms^16^. Our previous observation that the lncRNA H19 interacts with KHSRP and affects its mRNA decay-promoting function^17^ prompted us to identify additional KHSRP/lncRNAs interactions endowed with regulatory potential.

Here we describe a previously uncharacterized mammalian lncRNA expressed in epithelial tissues that we termed EPR (after Epithelial Program Regulator). EPR came to our attention due to its ability to interact with KHSRP and to counteract TGF-β-induced EMT. EPR contains an open reading frame (ORF) that is translated into a small peptide localized at epithelial cell junctions. However, we found that EPR regulates the expression of a large set of target transcripts independently of the peptide biogenesis. Our studies have revealed that EPR interacts with chromatin, regulates *Cdkn1a* gene expression by affecting both its transcription and mRNA decay, and controls cell proliferation in both immortalized and transformed mammary gland cells as well as in a mouse model of orthotopic transplantation.

## Results

### Identification of EPR, an epithelial cell-enriched lncRNA

This study was initiated in an attempt to identify lncRNAs which are able to interact with KHSRP and whose expression is regulated by TGF-β in immortalized murine mammary gland NMuMG cells. To this end, we leveraged RNA-sequencing (RNA-Seq) and anti-KHSRP RNP complexes Immunoprecipitation followed by RNA-sequencing (RIP-Seq) analyses performed in untreated or TGF-β-treated NMuMG cells. TGF-β treatment significantly reduced or increased the levels of 110 and 194 lncRNAs, respectively (|log2 fold changes| > 2.0, *p* < 0.01 (Student’s *t* test); Supplementary Table 1a) while RIP-Seq analysis showed that TGF-β modulates the interaction of KHSRP with 67 lncRNAs (|log2 fold changes| > 2.0, *p* < 0.01 (Student’s *t* test); Supplementary Table 1b). Among a set of lncRNA candidates of potential interest in EMT, we focused on the previously uncharacterized BC030870 (ENSMUSG00000074300, located on mouse chromosome 8 and transcribed in reverse orientation) that we renamed EPR (highlighted in yellow in Supplementary Table 1a and 1b). RIP analysis followed by quantitative RT- PCR (qRT-PCR) as well as band-shift analysis confirmed that EPR directly interacts with KHSRP (Supplementary Fig. 1a, b). TGF-β induced a small increase in EPR levels followed by rapid downregulation (Fig. 1a) that accounts for the reduced interaction between KHSRP and EPR upon a 6-h treatment (Supplementary Table 1b). TGF-β-dependent modulation of EPR expression requires TGF-β type I receptor signaling as shown by the ability of SB431542 (a selective inhibitor of ALK5, 4, and 7 ^18^) to abrogate the effect of the cytokine on EPR expression (Supplementary Fig. 1c). SMAD complexes are major effectors of TGF-β-dependent transcriptional regulation^13^ and our ChIP-qPCR showed that SMAD3 interacts with EPR promoter in a TGF-β-modulated way (Supplementary Fig. 1d, upper panel). Positive (*Serpine1*) and negative (*Mettl9*) controls for ChIP experiments are provided in Supplementary Fig. 1d (lower panel) and Supplementary Fig. 1e, respectively. Our data are consistent with the hypothesis that SMAD3 interacts with a corepressor complex on EPR promoter region to modulate its transcription^19^. De novo protein synthesis is not required for TGF-β-induced downregulation of EPR expression as revealed by the use of cycloheximide (Supplementary Fig. 1f, upper panel; *Zeb2* (also known as SIP1) represents the control for cycloheximide activity^20^).

**Fig. 1:**
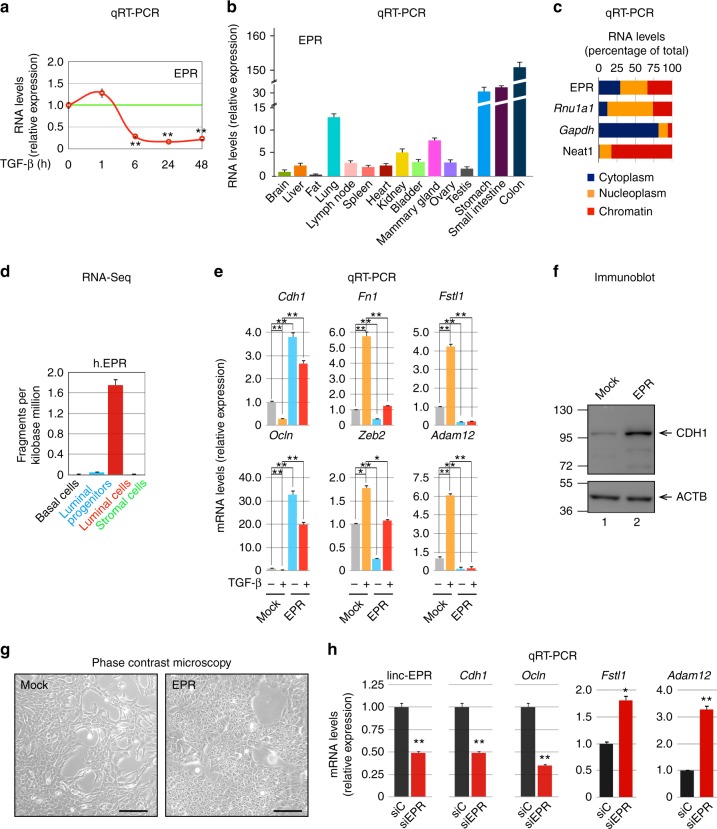
EPR displays epithelial expression and antagonizes TGF-β-induced EMT in mammary gland cells. **a** Quantitative RT-PCR (qRT-PCR) analysis of EPR in NMuMG cells serum-starved (2% FBS, 16 h) and either treated with TGF-β (10 ng ml^−1^) for the indicated times or untreated (time 0). **b** qRT-PCR analysis of EPR in the indicated mouse tissues. **c** NMuMG cells were fractionated and RNA was prepared from cytoplasm, nucleoplasm, and chromatin and analyzed by qRT-PCR to quantify the indicated RNAs. *Rnu1a1* is also known as U1 small nuclear RNA, *Gapdh* mRNA encodes the glyceraldehyde-3-phosphate dehydrogenase. **d** qRT-PCR analysis of h.EPR in normal human breast cells isolated from reduction mammoplasty specimens^21^. **e** qRT-PCR analysis of the indicated transcripts in either mock or EPR-overexpressing (EPR) NMuMG cells serum-starved and either treated with TGF-β (+) for 24 h or untreated (−). **f** Immunoblot analysis of total cell extracts from either mock or EPR-overexpressing (EPR) NMuMG cells. The indicated antibodies were used. The position of molecular mass markers is indicated on the left. Representative gels are shown. ACTB is also known as Actin Beta. **g** Phase contrast microscopy of either mock or EPR-overexpressing (EPR) NMuMG cells. Scale bars: 100 μm. **h** qRT-PCR analysis of the indicated transcripts in NMuMG cells transiently transfected with either control siRNA (siC) or siRNA designed to silence EPR expression (siEPR). The values of qRT-PCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance: *p < 0.01, **p < 0.001 (Student’s *t* test)

EPR is expressed during embryonic development (Supplementary Fig. 1g) and in epithelial tissues of adult mice with a prevalence in the gastrointestinal tract, lung, kidney and mammary gland (Fig. 1b). EPR is polyadenylated and spliced (Supplementary Fig. 1h) and it is almost equally distributed in the cytoplasm, nucleoplasm, and chromatin of NMuMG cells (Fig. 1c; see Supplementary Fig. 2a for an immunoblot-based validation of cell fractionation). LINC01207 (a.k.a. SMIM31, located on chromosome 4 and transcribed in forward orientation; hereafter indicated as h.EPR) is the human ortholog of EPR and displays superimposable epithelial tissue-enriched expression (as evaluated through the Human BodyMap 2.0 data from Illumina; Supplementary Fig. 2b). Bioinformatics analysis performed on RNA-Seq data derived from different subpopulations of normal breast cells isolated by FACS analysis from reduction mammoplasty specimens^21^ revealed that h.EPR is expressed exclusively in differentiated luminal cells of the mammary gland (Fig. 1d).

In order to investigate the potential role of EPR in TGF-β-induced EMT, we decided to counteract TGF-β-dependent EPR downregulation by stably overexpressing the lncRNA in NMuMG cells (overexpression was 3- to 12-fold compared to the respective mock cells (empty vector-transfected), in different transfectant pools). EPR overexpression prevented TGF-β-induced downregulation of epithelial factors (*Cdh1*, *Ocln*) and induction of mesenchymal markers (*Fn1*, *Fstl1*, *Zeb2*, *Adam12*) as well morphological changes (Fig. 1e, Supplementary Fig. 2c). Strikingly, we observed that EPR overexpression affects the levels of epithelial and mesenchymal markers (Fig. 1f, Supplementary Fig. 2d), and induced a cobblestone-like cell morphology in untreated cells (Fig. 1g). 

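In the RNA-Seq data of untreated cells, expression was compared between 3 libraries of mock NMuMG cells, which carry the empty vector, and 3 libraries of cells stably overexpressing EPR. Values are counts per 1000000 counts of the library (CPM) normalized by edgeR's TMM method, from libraries of 5972457 to 11876435 estimated counts. *Cdh1* (ENSMUSG00000000303.12, chromosome 8 of GRCm38 from 106603351 to 106670246) rose from 0.84 ± 0.46 CPM (SD, n = 3) in mock cells to 554.5 ± 13.7 CPM (SD, n = 3) in EPR cells, a log2 fold change of 9.23 (standard error 0.16, adjusted p = 2e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ocln* (ENSMUSG00000021638.12, chromosome 13) rose from 0.31 ± 0.15 to 11.55 ± 0.38 CPM (SD, n = 3 each), a log2 fold change of 5.27. The mock values of both genes lay near the smallest value that 3 counts can show, which was 0.253 to 0.502 CPM in the mock libraries, so the size of these increases is less certain than their direction. The sequenced mock cells thus held almost no *Cdh1* or *Ocln*. In the paper's qRT-PCR (Fig. 3b, read by eye), *Cdh1* with EPR was about 3.8 times mock, against 598.5 times here. Whether such low mock levels are typical of mock cells, and how much of the increases EPR caused, cannot be told from these libraries. *Fn1* (ENSMUSG00000026193.15, chromosome 1) went from 1036 ± 19 to 378 ± 20 CPM (SD, n = 3 each), a log2 fold change of -1.46. *Zeb2* (ENSMUSG00000026872.17, chromosome 2) changed least, from 57.5 ± 5.6 to 33.5 ± 0.7 CPM (SD, n = 3 each), with a log2 fold change of -0.78 (standard error 0.10, adjusted p = 2.9e-05 in the edgeR fit). The largest decreases were those of *Fstl1* (ENSMUSG00000022816.11, chromosome 16; log2 fold change -6.01), with 77.7 ± 3.3 CPM in mock and 1.21 ± 0.49 CPM in EPR cells (SD, n = 3 each), and *Adam12* (ENSMUSG00000054555.11, chromosome 7; log2 fold change -6.52), with 73.7 ± 0.7 and 0.76 ± 0.48 CPM (SD, n = 3 each). For each of these genes every EPR library lay on the same side of every mock library (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Counts scaled from TPM and transcript length moved *Fstl1* the most, to a log2 fold change of -4.386. The paper reports that EPR overexpression alters the levels of epithelial and mesenchymal markers without TGF-β, and as a further observation that it changes the cell shape.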

Further, EPR overexpression significantly limited the migratory potential of NMuMG cells (Supplementary Fig. 2e). Conversely, transient silencing of EPR downregulated the mRNA levels of epithelial markers, enhanced the levels of mesenchymal markers (Fig. 1h), and rescued the gene expression changes induced by stable overexpression of the lncRNA (Supplementary Fig. 2f). Interestingly, bioinformatics analysis of RNA-Seq data derived from human normal breast samples revealed a statistically significant positive correlation between the expression of h.EPR and epithelial markers such as CDH1 and OCLN and a negative correlation with mesenchymal markers such as VIM and SNAI1 (Supplementary Fig. 2g). This observation is in agreement with the evidence that EPR expression is mutually exclusive with the expression of the EMT factor *Cdh2* as revealed by bioinformatics analysis of datasets derived from single-cell RNA-Seq analysis performed in mice (Supplementary Fig. 2h).

In conclusion, the name EPR that we assigned to lncRNA BC030870 (after Epithelial Program Regulator) is consistent with its enriched expression in epithelial cells and with the upregulation of epithelial markers and downregulation of mesenchymal markers induced by its overexpression.

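Among epithelial and mesenchymal genes, *Cdh1*, *Ocln* and *Tjp1* were higher, and *Fn1*, *Fstl1*, *Zeb2*, *Adam12*, *Tnc*, *Cdh2* and *Twist2* were lower, in every one of the 3 sequenced EPR libraries than in every one of the 3 mock libraries. The log2 fold changes of the first group ran from 0.52 for *Tjp1* to 9.23 for *Cdh1*, and those of the second from -6.52 for *Adam12* to -0.78 for *Zeb2*. All of these had an adjusted p under 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the mesenchymal markers that the paper names for human samples, *Vim* was lower (log2 fold change -0.58, adjusted p = 2.5e-06 in the edgeR fit), whereas *Snai1* was higher in every EPR library than in every mock library, with a log2 fold change of 0.76 (adjusted p = 0.041 in the edgeR fit), which did not pass the threshold. *Tjp1* was the gene of the first group closest to the threshold, and its log2 fold change dropped to 0.292 with counts scaled from TPM and transcript length. The paper regards the name of EPR as matching its expression in epithelial cells, the rise of epithelial markers and the fall of mesenchymal markers.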

### EPR encodes a small polypeptide

A few recent reports show that certain lncRNAs contain short ORFs that can be translated into peptides endowed with regulatory functions^22–25^. 

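EPR is listed in the annotation used by the authors' quantification as BC030870 (ENSMUSG00000074300.4), with 1 transcript (ENSMUST00000098713.4) of 1507 nt. In GRCm38 the gene lies on the minus strand of chromosome 8 from 65085613 to 65129563 and has 3 exons of 322, 134 and 1051 nt. The open reading frame, counted from 1 at the 5′ end of the transcript, runs from position 345 to position 557, which is 213 nt or 71 codons, and is followed by a TGA stop codon that ends at position 560. It starts in exon 2 and ends in exon 3, so that the exon junction after position 456 lies inside it. Gencode M21 classes the gene as protein coding.

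**Figure D1:**
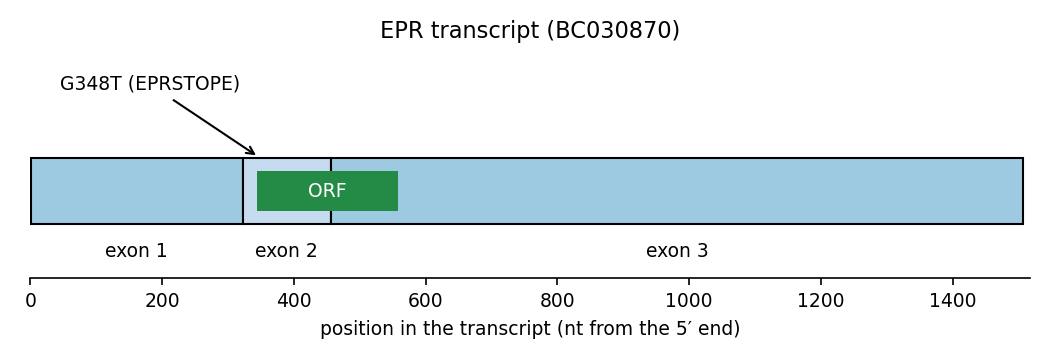
The EPR transcript drawn to scale, with positions in nt from the 5′ end. Boxes are the 3 exons, the green bar is the open reading frame from position 345 to 557, and the arrow marks G348T, the substitution in EPRSTOPE.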

The analysis of EPR sequence revealed the presence of a 213 nucleotide-long ORF potentially encoding a 71-amino acid polypeptide that, interestingly, corresponds to the lncRNA region that displays the highest identity with the human ortholog (Fig. 2a). The putative polypeptide sequence is well conserved among mammalian species and in silico methods identified a conserved α-helical transmembrane domain while a predicted second α-helix was found in the putative cytosolic domain (Fig. 2b). Importantly, polysome fractionation followed by qRT-PCR analysis revealed that EPR localizes to actively translating polysomes (Supplementary Fig. 3a).

**Fig. 2:**
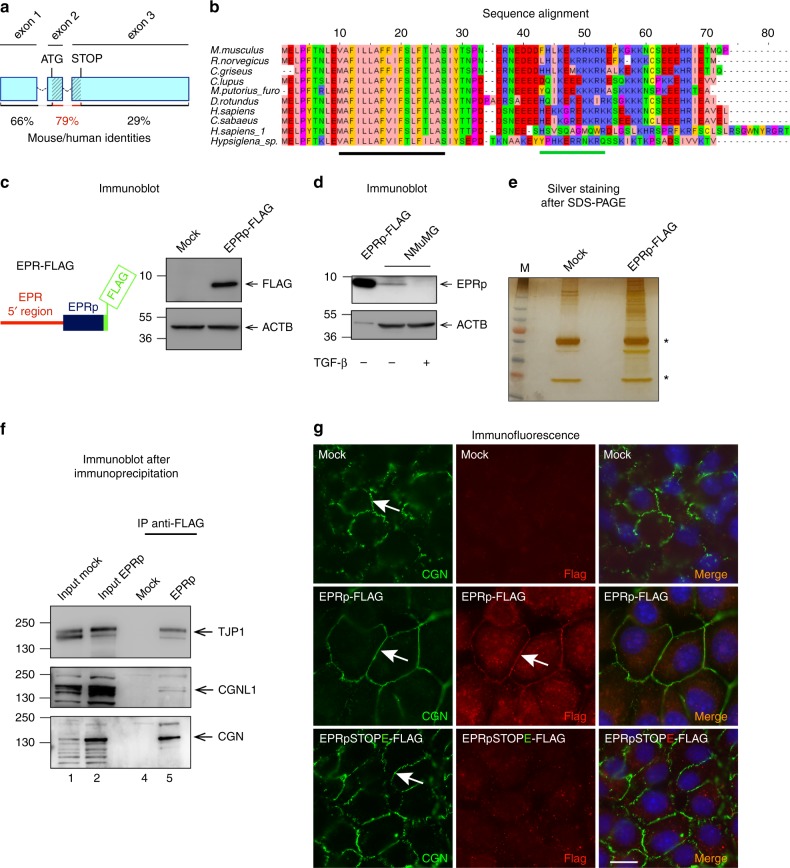
A small peptide (EPRp) originates from EPR and displays junctional localization. **a** Schematic of the exon−intron structure (not in scale) of EPR, a putative ORF is dashed. Percentage of human/mouse identity in the putative ORF and in its flanking RNA regions is presented. **b** Alignment of the predicted mammalian amino acids sequence encoded by the putative ORF present in EPR and in its orthologs. The position of the predicted transmembrane α-helix is shown as a solid black bar while the position of an additional cytoplasmic α-helix is shown as a solid green bar. **c** Left, diagram of the FLAG-fusion construct used for transfection (EPRp-FLAG); right, immunoblot analysis of total cell extracts from either mock or EPRp-FLAG-transfected HEK-293 cells. **d** Immunoblot analysis of total cell extracts from NMuMG cells serum-starved and either treated with TGF-β (+) for 24 h or untreated (−); extracts from EPRp-FLAG-transfected HEK-293 cells (EPRp-FLAG) represent a positive control. **e** SDS-PAGE analysis of total cell extracts from either mock or EPRp-FLAG-overexpressing (EPRp-FLAG) NMuMG cells immuno-purified using anti-FLAG monoclonal antibody. A representative silver-stained gel is shown. Asterisks indicate the position of immunoglobulin heavy and light chains. **f** Coimmunoprecipitation of FLAG-tagged EPRp and distinct junctional proteins (as indicated) in total extracts from NMuMG cells stably transfected with EPRp-FLAG. **g** Immunofluorescence analysis of either mock or EPRp-FLAG- or EPRpSTOPE-FLAG-stably transfected NMuMG cells cultured to confluence, to allow formation of cell−cell junctions. Arrows point to CGN and EPRp-FLAG junctional localization. Scale bar: 10 μm. For immunoblots, the indicated antibodies were used; the position of molecular mass markers is presented on the left and representative gels are shown. ACTB is also known as Actin Beta

To investigate whether EPR ORF is translated, we inserted a FLAG tag at its 3′ end and transiently transfected the resulting construct into HEK-293 cells (Fig. 2c, left). As shown in Fig. 2c (right), the ORF was translated into a short polypeptide of the expected molecular mass. To unambiguously prove the existence of the endogenous small EPR-encoded peptide (EPRp), the ORF was expressed in bacteria and the resulting peptide was purified and utilized as immunogen to generate a rabbit polyclonal antibody. Polyclonal anti-EPRp recognized a recombinant polypeptide transiently expressed in HEK-293 cells (Supplementary Fig. 3b) and, most importantly, a ~8 KDa polypeptide in mouse gastrointestinal tract organs and breast (Supplementary Fig. 3c). In keeping with EPR downregulation upon TGF-β treatment, the expression of the EPRp was downregulated in response to treatment with TGF-β for 24 h (Fig. 2d).

In order to identify the molecular partners of EPRp, we performed immunoaffinity purification of proteins interacting with EPRp in NMuMG cells. Mass spectrometry (MS) analysis of coimmunoprecipitating proteins separated by SDS-PAGE (Fig. 2e) revealed an enrichment in junctional and cytoskeletal proteins (Supplementary Data 1). Coimmunoprecipitation experiments confirmed that EPRp interacts with the tight junction proteins TJP1 (ZO-1) and CGN (Cingulin), with the tight and adherens junction protein CGNL1 (Paracingulin) as well as with the actin-associated proteins CTTN (Cortactin) and MYH9 (epithelial myosin-II) (Fig. 2f, Supplementary Fig. 3d).

To investigate EPRp subcellular localization, we performed immunofluorescence experiments in NMuMG cells stably transfected with either EPRp-FLAG or with a construct in which the second codon of the ORF—encoding glutamic acid, E, of EPRp—was mutagenized in order to obtain a STOP codon (see also below, EPRSTOPE-FLAG). Specific localization of FLAG signal at cell−cell junctions, labeled by the junctional marker CGN, was detected in cells stably expressing EPRp-FLAG (arrows in Fig. 2g) while no junctional FLAG labeling was detected in mock-transfected cells or in cells expressing the point-mutant version unable to produce the peptide. CGN labeling was wavy and discontinuous in mock-transfected cells and in cells expressing EPRSTOPE-FLAG, whereas it was linear and uninterrupted in cells expressing EPRp-FLAG, suggesting that EPRp overexpression promotes epithelial junction assembly and reorganization of the junction-associated actin cytoskeleton. A weak diffuse cytoplasmic staining observed in NMuMG cells expressing EPRp-FLAG might reflect EPRp interaction with cytoskeletal proteins (Fig. 2g).

On the basis of these results, we conclude that an ORF present in EPR is translated into a small peptide that is well conserved among species and that displays a junctional localization in mammary gland cells.

### EPR regulates gene expression in NMuMG cells

We set out to investigate the function(s) of EPR in NMuMG cells. 

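RNA was sequenced from 3 libraries each of mock, EPR and EPRSTOPE NMuMG cells, 9 in all. NMuMG is a mouse mammary gland epithelial cell line, and the cells had been stably transfected with the empty vector, EPR or EPRSTOPE and selected as pools. The paper's methods describe paired-end sequencing for 200 cycles on a HiSeq2500, whereas the sample labels describe stranded libraries of total RNA and paired-end reads of 75 bases from a NextSeq instrument. The authors quantified the reads with Kallisto on the Gencode vM15 mouse transcripts, and the files hold, for each of 131100 transcripts, an estimated count without normalization and a TPM value. The estimated counts per library summed to between 5972457 and 11876435 in mock cells (median 9266782), between 8020805 and 11755831 in EPR cells (median 10710414) and between 6116643 and 9783873 in EPRSTOPE cells (median 9058484). The paper states a depth of between 68 and 77 M reads (M, 1000000), and all values here use the estimated counts. At this depth, 3 counts correspond to 0.253 to 0.502 CPM. The 10 most abundant genes took 11.16% to 14.74% of the counts. Spearman correlations of CPM across the 15370 tested genes ranged from 0.978 to 0.989 between libraries of one condition and did not exceed 0.958 between conditions. No libraries of one condition differed by as little as sampling noise, with a chi-square per degree of freedom of at least 4.541, so each was counted as a separate sample. Counts were summed over the transcripts of each gene symbol and rounded to whole numbers, and the 15370 genes with at least 1 CPM in at least 3 libraries were tested with edgeR's quasi-likelihood test in 1 model with 3 levels, with TMM normalization and Benjamini-Hochberg adjustment. The same fit was made for 45412 transcripts. The biological coefficient of variation was 0.1317 for genes and 0.7089 for transcripts. The labels give no sequencing batches, and the paper does not state whether the 3 libraries of a condition come from separate pools. If they share a pool, differences between pools and between conditions cannot be told apart.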

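The level of EPR RNA in the sequenced cells was read from the counts on BC030870 (ENSMUSG00000074300.4, chromosome 8 of GRCm38 from 65085613 to 65129563), which is the only transcript of the gene in the files and does not separate the endogenous RNA from the transfected one. Mock cells had 0, 0 and 2 estimated counts, or 0.054 ± 0.094 CPM (SD, n = 3). EPR cells had 214 to 271 counts, or 24.79 ± 1.87 CPM (SD, n = 3), and EPRSTOPE cells 28 to 39 counts, or 4.22 ± 0.48 CPM (SD, n = 3). The log2 fold change was 8.20 in EPR cells (standard error 0.36, adjusted p = 3.7e-09) and 5.65 in EPRSTOPE cells (standard error 0.45, adjusted p = 6e-07) compared with mock cells, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Since both estimates rest on 2 counts in mock cells, they moved to 10.76 and 8.201 when mock replicate 205, the only one with counts, was left out. EPR RNA was 5.9 times as high in EPR as in EPRSTOPE cells, a log2 fold change of 2.56 (standard error 0.20, adjusted p = 2e-06 from the same edgeR fit). Across the 3 conditions, no library overlapped the range of another condition (exact permutation test for each pair of conditions, p = 0.1, the smallest p that 3 libraries against 3 allow).

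**Figure D2:**
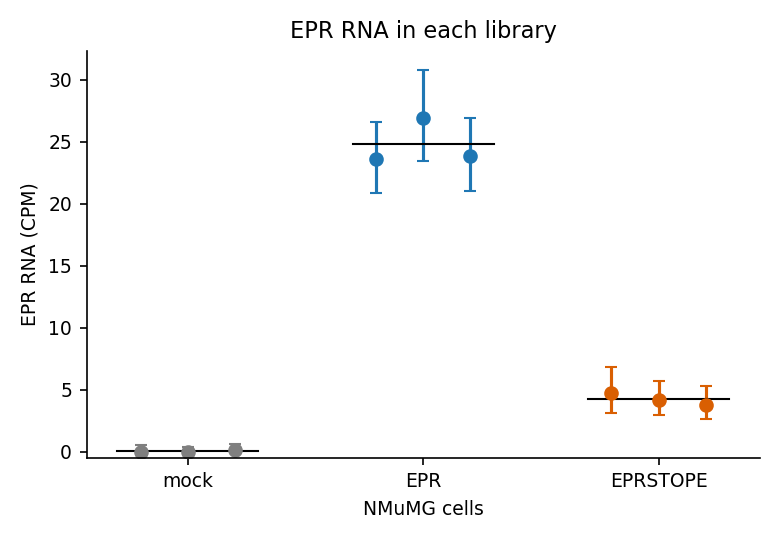
EPR RNA (CPM) in each library of mock, EPR and EPRSTOPE cells. Points are libraries with 95% Poisson intervals of their counts and lines are means; the EPR libraries lie between 23.58 and 26.94 CPM, the EPRSTOPE libraries between 3.786 and 4.73 CPM, and the mock libraries at 0 to 0.162 CPM.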

First, in order to answer the question whether the phenotypic changes that we observed by overexpressing EPR were caused by the lncRNA per se, the peptide or both, we performed transcriptome-wide RNA-Seq analyses in mock cells as well as in NMuMG cells overexpressing either EPR or a point-mutant version unable to produce the peptide (EPRSTOPE, for details see above and Fig. 3a). 

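Of 15370 genes tested, 2336 were higher and 1980 lower in EPR than in mock cells, and 2399 were higher and 1903 lower in EPRSTOPE than in mock cells (adjusted p under 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change beyond 0.5 in either direction, the cut-offs of the paper's methods). These were 28.1% of the tested genes for EPR and 28.0% for EPRSTOPE, and 7127 genes (46.4%) differed among the 3 conditions at the same adjusted p. Among genes with a mean of at least 10 CPM in the higher condition and no overlap between libraries, the largest increases with EPR were those of *Gm10221*, *Acot1*, *Gm20425*, *Wfdc2* and *Dnajc22*, with log2 fold changes from 10.59 to 11.05. *Wfdc2* rose from 0.12 ± 0.11 to 268.6 ± 11.3 CPM (SD, n = 3 each). The largest decreases were those of *Gm12715*, *Gm10184*, *Cxcl12*, *Scarf2* and *Ebf3*, all without a count in EPR cells, with log2 fold changes from -13.88 to -10.38. *Cxcl12* was at 49.0 ± 4.6 CPM (SD, n = 3) in mock cells and had no count in any EPR or EPRSTOPE library. *Gm10221* and *Gm12715* varied widely between libraries, with standard errors of 2.68 and 3.37, and gene models of this kind can share reads with near-identical copies, so their values are uncertain. Counting transcripts in place of genes moved these numbers the most for EPR, to 1305 up and 545 down. Restricting the genes to a log2 fold change beyond 1 left 1354 up and 942 down. From its RNA-Seq analyses, the paper concludes that EPR and EPRSTOPE each rearrange the transcriptome widely.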

Bioinformatics analyses of RNA-Seq data revealed a vast rearrangement of the transcriptome as a consequence of both EPR and EPRSTOPE overexpression (Supplementary Data 2). Gene ontology (GO) analysis of RNA-Seq results revealed the enrichment of terms related to epithelial morphogenesis, cell motility, cell migration, and epithelial cell proliferation among the top regulated categories. 

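In the RNA-Seq data, the genes of Fig. 3b changed in the same direction with EPR and EPRSTOPE. *Cdh1* was at 0.84 ± 0.46 CPM in mock, 554.5 ± 13.7 in EPR and 401.5 ± 22.9 in EPRSTOPE cells (SD, n = 3 each), with log2 fold changes of 9.23 and 8.76 compared with mock cells. *Ocln* was at 0.31 ± 0.15, 11.55 ± 0.38 and 6.85 ± 0.99 CPM (SD, n = 3 each), with log2 fold changes of 5.27 and 4.52. Both genes were almost absent in the sequenced mock cells, which limits how far the size of their increases can be read. The increase of *Tjp1* was smaller, from 271.4 ± 4.0 CPM in mock to 389.4 ± 7.8 in EPR and 501.1 ± 9.5 in EPRSTOPE cells (SD, n = 3 each), with log2 fold changes of 0.52 (standard error 0.05) and 0.88 (standard error 0.05). *Tnc* went from 213.7 ± 9.9 CPM to 22.8 ± 2.6 and 50.3 ± 3.7 CPM (SD, n = 3 each), with log2 fold changes of -3.22 and -2.09. The log2 fold changes of *Cdh2* were -1.32 and -1.06, from 329.3 ± 3.7 CPM in mock to 131.9 ± 7.2 in EPR and 157.9 ± 8.0 in EPRSTOPE cells (SD, n = 3 each). *Twist2*, the least abundant of the decreased genes, went from 26.7 ± 2.7 CPM to 9.8 ± 1.1 and 12.4 ± 3.8 CPM (SD, n = 3 each), with log2 fold changes of -1.44 and -1.12. The least significant of these comparisons, *Twist2* in EPRSTOPE cells, had an adjusted p of 0.00043 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in all of them the libraries of the compared conditions did not overlap. *Ocln* responded most to the processing, with log2 fold changes of 4.032 and 3.262 when counts were scaled from TPM and transcript length. The paper presents these genes as examples of changes that both EPR and EPRSTOPE bring about. Not every mesenchymal marker that was lower with EPR followed. In EPRSTOPE compared with mock cells, *Fstl1* did not differ (log2 fold change 0.14, adjusted p = 0.29 in the edgeR fit) and *Vim* was slightly higher (0.25). *Fn1* (-0.41) and *Zeb2* (-0.39) were lower by less than the cut-off of 0.5, whereas *Adam12* was clearly lower (-3.60).

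**Figure D3:**
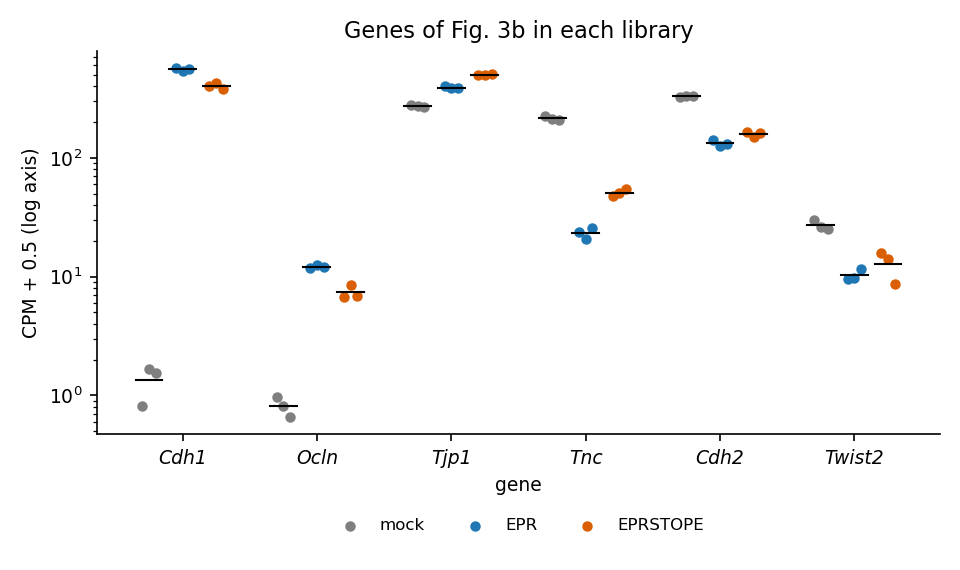
CPM plus 0.5, on a log axis, of 6 genes in each library of mock, EPR and EPRSTOPE cells; points are libraries and lines are means. *Cdh1*, *Ocln* and *Tjp1* lie higher in the EPR and EPRSTOPE libraries than in every mock library, and *Tnc*, *Cdh2* and *Twist2* lower.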

Representative examples of transcripts either upregulated or downregulated by both EPR and EPRSTOPE are shown in Fig. 3b, c. In keeping with the sequence conservation between EPR and h.EPR, the overexpression of the human lncRNA in murine NMuMG cells yielded gene expression changes superimposable to those obtained by overexpressing the murine lncRNA (Supplementary Fig. 4a).

**Fig. 3:**
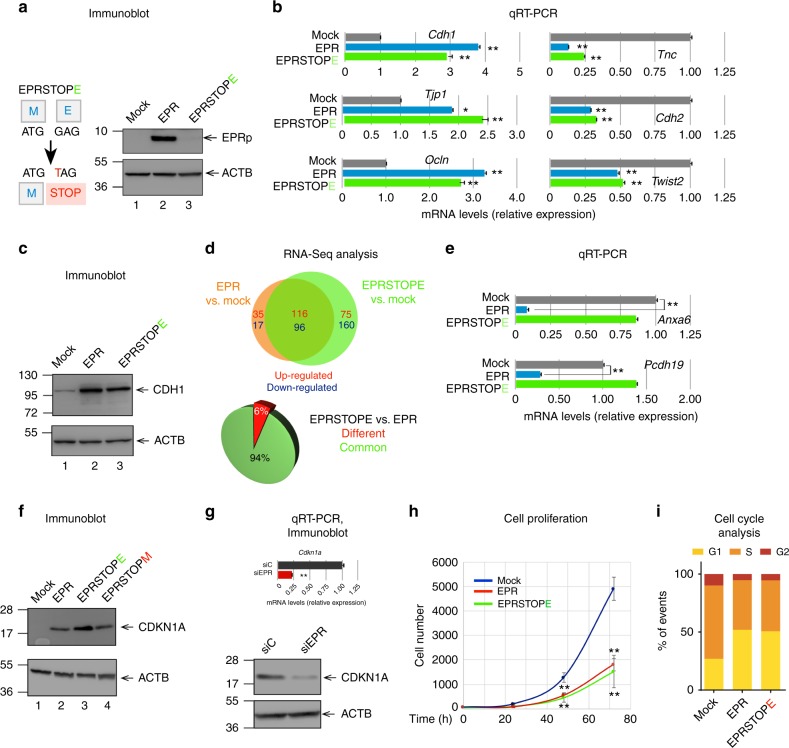
EPR overexpression reshapes NMuMG cells transcriptome and reduces cell proliferation. **a** Schematic of the point mutation introduced in the second codon of the EPR ORF to generate EPRSTOPE (left panel). HEK-293 cells were transiently transfected with either EPR or EPRSTOPE and the translation of EPR was assessed by immunoblotting (right panel). **b** qRT-PCR analysis of the indicated transcripts in either mock, EPR- or EPRSTOPE-expressing NMuMG cells. **c** Immunoblot analysis of total cell extracts from either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells. **d** Upper panel, TopTable Venn diagram of the limma one-factor contrast analysis showing the overlap between transcripts either upregulated (numbers in red) or downregulated (numbers in blue) in cells stably overexpressing either EPR or EPRSTOPE compared with mock cells. Only transcripts displaying |log2 fold expression difference| > 2.5 (*p* < 0.0001, Student’s *t* test) were included in further comparisons. Lower panel, Pie diagram showing the percentage of gene expression changes common to NMuMG cells overexpressing EPR and EPRSTOPE as well as the percentage of changes that can be specifically attributed to the EPR translation. **e** qRT-PCR analysis of the indicated transcripts in either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells. **f** Immunoblot analysis of total cell extracts from either mock, EPR-, EPRSTOPE- or EPRSTOPM-overexpressing NMuMG cells. **g** qRT-PCR analysis of *Cdkn1a* mRNA levels in either control siRNA (siC) or siEPR-transfected NMuMG cells (upper panel). Immunoblot analysis of total cell extracts from either control siRNA (siC) or siEPR-transfected NMuMG cells (lower panel). **h** Proliferation analysis (Operetta CLS High-Content Analysis System) of either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells. **i** Cell cycle distribution in cultures grown at similar density (near 90% confluence). Cell cycle was analyzed by flow cytometry after double staining with EdU and propidium iodide of either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells. Bars plot the relative proportion of cells in G1, S, and G2 phases for each cell line. The values of qRT-PCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance: *p < 0.01, **p < 0.001 (Student’s *t* test). For immunoblots, the indicated antibodies were used; the position of molecular mass markers is indicated on the left and representative gels are shown

Interestingly, overexpression of either EPR or EPRSTOPE caused largely overlapping gene expression changes when compared to mock cells (Fig. 3d, upper panel). 

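At the cut-offs of Fig. 3d (log2 fold change beyond 2.5 and unadjusted p under 0.0001), applied here to edgeR's quasi-likelihood test on 45412 transcripts, 227 transcripts were up in both EPR and EPRSTOPE cells compared with mock cells, 72 only in EPR cells and 75 only in EPRSTOPE cells. Of the transcripts that were down, 49 were shared, 43 were down only in EPR cells and 100 only in EPRSTOPE cells. Among genes at the cut-offs of the paper's methods (adjusted p under 0.01, log2 fold change beyond 0.5), 4316 were changed with EPR and 4302 with EPRSTOPE, and 2910 were changed with both. Of these 2910 genes, 2855 (98.1%) changed in the same direction and 55 in opposite directions. The 2855 genes were 66.1% of those changed with EPR and 66.4% of those changed with EPRSTOPE. Across the 15370 tested genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.772 and a Spearman correlation of 0.711. Both comparisons use the same 3 mock libraries, which by itself makes their fold changes resemble each other. How large a correlation this alone gives was not calculated, so the correlations cannot be read as a shared effect. The transcript numbers depended strongly on the tool. DESeq2 gave 473 shared transcripts up and 166 shared transcripts down, whereas limma gave 112 up and 56 down. From the overlap of the 2 sets, the paper concludes that EPR and EPRSTOPE change largely the same transcripts.

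**Figure D4:**
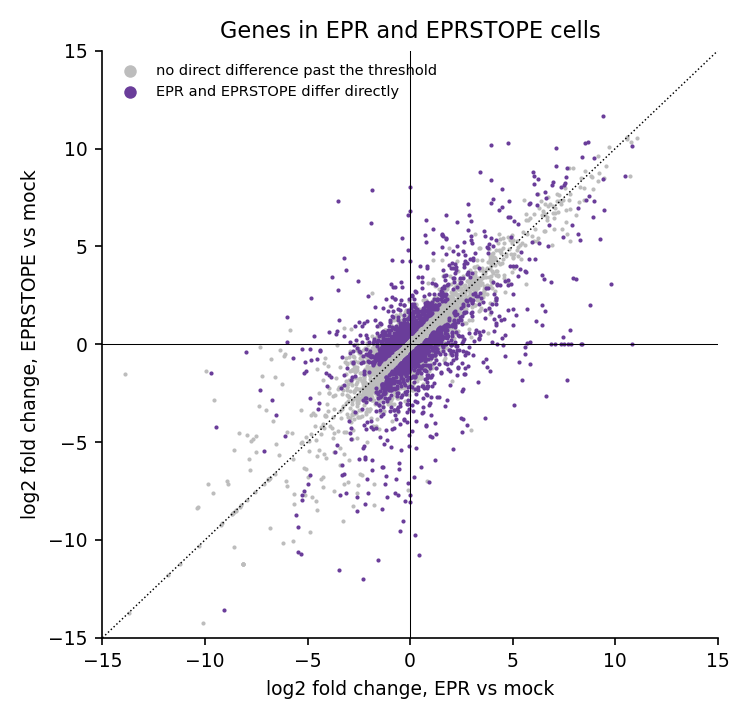
Log2 fold change compared with mock cells of each of 15370 genes in EPR cells (horizontal axis) and EPRSTOPE cells (vertical axis). Most points follow the dotted line of equal change (Spearman correlation 0.711, with the same mock libraries in both comparisons). The 2031 genes that differ directly between EPR and EPRSTOPE cells are shown in purple.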

When we directly compared gene expression changes induced by EPR or EPRSTOPE by applying stringent statistical criteria, we noticed that only a relatively small group of genes displayed expression changes dependent on the presence of EPRp (Fig. 3d, lower panel). 

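In the direct comparison of EPR with EPRSTOPE cells (3 libraries each), 59 transcripts were higher and 37 lower in EPR cells at a log2 fold change beyond 2.5 and an unadjusted p under 0.0001 in edgeR's quasi-likelihood test. Of the 566 transcripts changed at these cut-offs in EPR or EPRSTOPE cells compared with mock cells, 83 (14.7%, Wilson 95% confidence interval 12.0% to 17.8%) also passed them in the direct comparison. The interval treats transcripts as independent, which they are not, and does not cover the variation between libraries. With single libraries left out, the share ranged from 10.96% to 17.55%. At the less stringent cut-offs of the paper's methods, 1055 genes were higher and 976 lower in EPR than in EPRSTOPE cells, or 13.2% of the tested genes, and 1735 of the 5708 genes changed in either cell population (30.4%) differed directly. The 477 genes of chromosome 19 had a median log2 fold change of 0.546 in this comparison. Compared with mock cells, their median was -0.554 in EPRSTOPE and -0.018 in EPR cells. A difference in copy number between the populations therefore remains a candidate explanation for part of these counts. The largest differences among genes with a mean of at least 10 CPM in the higher condition and no overlap between libraries were higher expression of *Gm20425*, *Armcx3*, *Adamts10*, *Hs6st2* and *Itgb4* and lower expression of *Serpinb11*, *Serpinb7*, *Ptprb*, *Gem* and *Anxa6* in EPR cells. *Itgb4* was at 346.9 ± 18.0 CPM in EPR and 2.49 ± 0.62 in EPRSTOPE cells (SD, n = 3 each), a log2 fold change of 7.09 (standard error 0.16, adjusted p = 1.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Serpinb11* had no count in EPR cells and 24.5 ± 2.8 CPM in EPRSTOPE cells (SD, n = 3 each). The share of 14.7% moved the most when genes were used in place of transcripts, to 22.02%. It fell to 7.658% with at least 10 counts in every library. From its own direct comparison of EPR with EPRSTOPE under stringent criteria, the paper reports that the group of genes depending on EPRp is relatively small.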

The analysis of three independent NMuMG transfectant pools overexpressing EPRSTOPE, followed by qRT-PCR-based validation, allowed us to further restrict the number of transcripts whose levels are affected by the peptide per se (Fig. 3e, Supplementary Fig. 4b). 

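Each of these 5 genes differed between EPR and EPRSTOPE cells in the RNA-Seq data. *Pcdh19* (ENSMUSG00000051323.16, chromosome X of GRCm38) was at 25.9 ± 2.3 CPM in mock, 5.1 ± 0.5 in EPR and 49.1 ± 7.7 in EPRSTOPE cells (SD, n = 3 each), so that it was lower with EPR (log2 fold change -2.33) and higher with EPRSTOPE (0.93, standard error 0.12, adjusted p = 4.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) than in mock cells. *Slc9a2* (ENSMUSG00000026062.12, chromosome 1) was at 0.05 ± 0.09 CPM in mock, 75.1 ± 2.2 in EPR and 0.68 ± 0.34 in EPRSTOPE cells (SD, n = 3 each). *Slc39a4* (ENSMUSG00000063354.6, chromosome 15) was at 0.29 ± 0.42, 138.0 ± 4.4 and 9.6 ± 1.4 CPM (SD, n = 3 each), and its increase with EPRSTOPE was a log2 fold change of 5.39 (standard error 0.41, adjusted p = 4.4e-07 in the edgeR fit). *Fgfr2* (ENSMUSG00000030849.18, chromosome 7) was at 49.4 ± 7.1 CPM in mock and 10.9 ± 1.8 in EPR cells, and its 41.2 ± 4.4 CPM in EPRSTOPE cells (SD, n = 3 each) did not differ from mock beyond the variation between libraries (log2 fold change -0.26, adjusted p = 0.13 in the edgeR fit). *Anxa6* (ENSMUSG00000018340.13, chromosome 11) was at 305.7 ± 5.4 CPM in mock, 1.2 ± 0.3 in EPR and 231.0 ± 8.2 in EPRSTOPE cells (SD, n = 3 each), with a log2 fold change of -0.40 (adjusted p = 0.0005 in the edgeR fit) in EPRSTOPE compared with mock cells. In the direct comparison of EPR with EPRSTOPE cells, the log2 fold changes were -3.26 for *Pcdh19*, 6.71 for *Slc9a2*, 3.85 for *Slc39a4*, -1.91 for *Fgfr2* and -7.58 for *Anxa6*, the highest adjusted p being 1.6e-06 in the edgeR fit. The EPR and EPRSTOPE libraries did not overlap for any of the genes (exact permutation test, p = 0.1 each, the smallest p that 3 libraries against 3 allow). *Slc9a2* moved the most in this comparison, to 7.253 without EPRSTOPE replicate 210. EPR RNA itself was at 24.79 CPM in EPR and 4.22 CPM in EPRSTOPE cells. For *Slc9a2*, *Slc39a4*, *Fgfr2* and *Anxa6*, the EPRSTOPE mean lay between those of mock and EPR cells, which a graded response to the amount of EPR RNA would also give. *Pcdh19*, higher in EPRSTOPE than in mock cells, goes against such a response. These libraries alone cannot separate the peptide from the amount of RNA for the other genes. The paper attributes the difference between EPR and EPRSTOPE cells in these transcripts to the peptide.

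**Figure D5:**
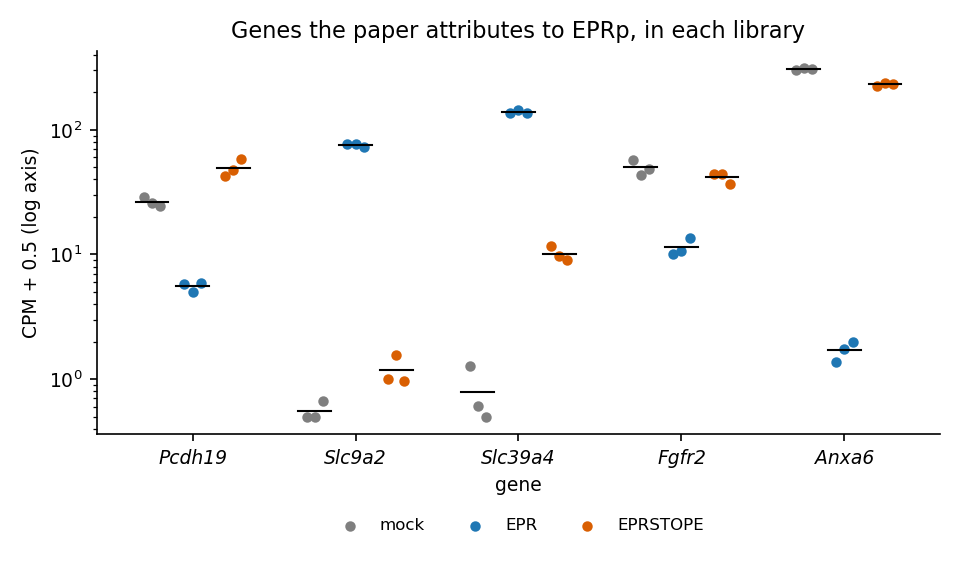
CPM plus 0.5, on a log axis, of 5 genes in each library of mock, EPR and EPRSTOPE cells; points are libraries and lines are means. *Slc9a2* and *Slc39a4* lie higher, and *Pcdh19*, *Fgfr2* and *Anxa6* lower, in every EPR library than in every EPRSTOPE library.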

These include transcripts encoding a calcium-dependent cell adhesion protein (*Pcdh19*), two ion transporters (*Slc9a2*, *Scl39a4*), a cytokine receptor (*Fgfr2*) as well as a modulator of membrane transport and actin dynamics (*Anxa6*). Further, analysis of an additional EPR mutant (referred to as EPRSTOPM in which the start codon has been mutagenized to a STOP codon, see below) confirmed the restricted number of gene expression changes that can be ascribed to the peptide translation (Supplementary Fig. 4c).

Considering the emerging evidence that some lncRNAs act locally (in *cis*) to regulate the expression of nearby genes, we investigated this possibility and RNA-Seq analysis revealed that the expression levels of genes proximal to EPR (*Palld*, *Cpe*, *Sc4mol*, *Klhl2*, *Tmem192*, *Tma16*, *Naf16*, *Nat2* and *Pssd*, localized over 8 MB of chromosome 8) are unaffected by the almost complete EPR downregulation that occurs in NMuMG cells treated with TGF-β for 24 h (R.G. and G.B., unpublished observation).

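Taking the 3 comparisons side by side at the same cut-offs (adjusted p under 0.01 in edgeR's quasi-likelihood test and a log2 fold change beyond 0.5), 4316 genes were changed in EPR and 4302 in EPRSTOPE cells compared with mock cells, and 2031 differed between EPR and EPRSTOPE cells. The last number is 13.2% of the 15370 genes tested, compared with 28.1% and 28.0% for the comparisons with mock cells. It can include effects other than the peptide, since EPRSTOPE cells held less EPR RNA and chromosome 19 was shifted as a whole. Chromosomes 14 and 15 were shifted in both comparisons with mock cells. Counting transcripts in place of genes changed the comparison of EPR with EPRSTOPE cells the most, to 213 transcripts up and 175 down. The paper sets the wide changes relative to mock cells against the smaller difference between EPR and EPRSTOPE cells, and concludes that the effects of the peptide on gene expression are limited.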

Altogether, transcriptome-wide analyses showed a EPR-dependent wide rearrangement of the transcriptome in NMuMG cells with relatively restricted effects on gene expression ascribed to the peptide. Thus, we decided to focus our further studies on the EPR functions that are independent of the peptide biogenesis.

### EPR regulates *Cdkn1a* gene expression and cell proliferation

Among the GO terms significantly enriched by the overexpression of either EPR or EPRSTOPE, we identified the category Regulation of Epithelial Cell Proliferation. 

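*Cdkn1a* (ENSMUSG00000023067.13, chromosome 17 of GRCm38 from 29090976 to 29100727) was at 7.27 ± 0.84 CPM in mock, 96.6 ± 5.5 in EPR and 79.6 ± 4.5 in EPRSTOPE cells (SD, n = 3 each). The log2 fold change compared with mock cells was 3.71 with EPR (standard error 0.09, adjusted p = 3.3e-11) and 3.44 with EPRSTOPE (standard error 0.09, adjusted p = 5.4e-11), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between EPR and EPRSTOPE cells was a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.014 in the edgeR fit) and did not reach the cut-off of 0.01. Every EPR and EPRSTOPE library was higher than every mock library (exact permutation test, p = 0.1 for each comparison, the smallest p that 3 libraries against 3 allow). With each of the 9 libraries left out in turn, the log2 fold change stayed between 3.639 and 3.773 for EPR and between 3.359 and 3.493 for EPRSTOPE, and the largest shift came from counts scaled from TPM and transcript length, which gave 3.935 and 3.62. On the basis of its change with both EPR and EPRSTOPE, the paper counts *Cdkn1a* among the transcripts of the proliferation category that are affected by either form of the lncRNA.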

Indeed, both EPR and EPRSTOPE overexpression significantly affected the levels of a group of transcripts belonging to this category including the cyclin-dependent kinase inhibitor *Cdkn1a* (a.k.a. p21^WAF1/Cip1^) (Supplementary Fig. 4d). Immunoblots presented in Fig. 3f show that overexpression of either EPR or EPRSTOPE or EPRSTOPM strongly enhanced CDKN1A levels. Conversely, EPR silencing strongly reduced CDKN1A expression (Fig. 3g). As expected, CDKN1A levels were enhanced by overexpression of the human ortholog of EPR (Supplementary Fig. 4e). Most important, we found that overexpression of either EPR or EPRSTOPE as well as of h.EPR strongly reduces cell proliferation rate in NMuMG cells (Fig. 3h, Supplementary Fig. 4f). Cell cycle analysis demonstrated a relevant increment of cells arrested in the G1 phase in the case of NMuMG cells transfected with either EPR or EPRSTOPE in comparison to mock cells (Fig. 3i). To exclude the possibility that gene expression changes that we observed (Fig. 3b) might be dependent on the EPR-induced G1 arrest, we sorted cells in the G1 phase and analyzed gene expression changes by qRT-PCR. Data presented in Supplementary Fig. 4g indicate that the expression changes induced in G1-enriched cells by overexpression of either EPR or EPRSTOPE are superimposable to those observed in the total cell population (Fig. 3b).

Together, these results provide evidence that modulation of EPR levels regulates *Cdkn1a* gene expression and affects cell proliferation in NMuMG cells. Given the role of CDKN1A in promoting cell cycle arrest in response to many stimuli—including TGF-β^26^—we decided to focus our further mechanistic studies on the role of EPR in TGF-β-dependent regulation of *Cdkn1a* gene expression.

### EPR regulates TGF-β-dependent *Cdkn1a* gene expression

Analysis of newly synthesized transcripts revealed that overexpression of either EPR or EPRSTOPE strongly enhances *Cdkn1a* transcription (Fig. 4a) and the kinetic analysis of mRNA decay indicated that overexpression of either EPR or EPRSTOPE induces also a significant stabilization of *Cdkn1a* mRNA (Fig. 4b).

**Fig. 4:**
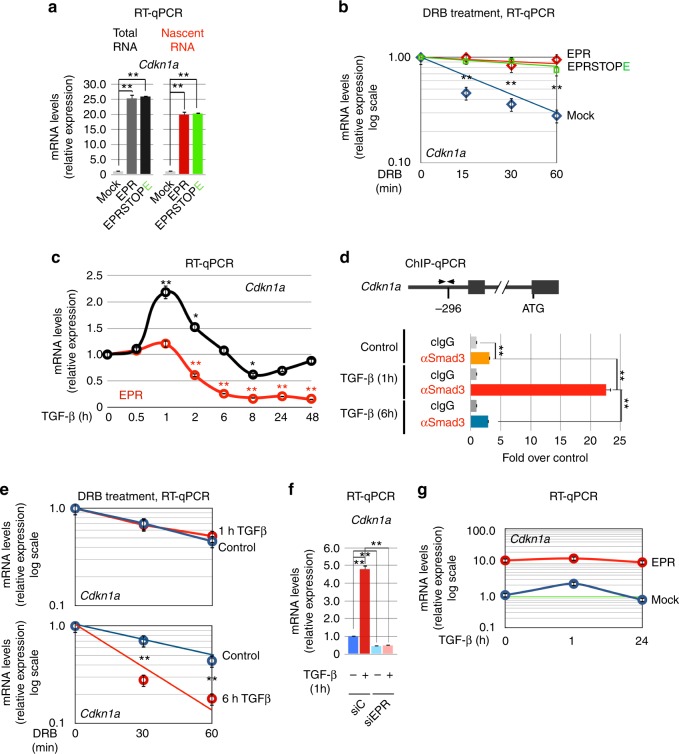
Dual regulation of *Cdkn1a* gene expression by EPR. **a** qRT-PCR analysis of either total (left) or nascent (right) *Cdkn1a* transcript in either mock, EPR- or EPRSTOPE- overexpressing NMuMG cells. **b** Either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells were treated with 100 μM 5,6-dichlorobenzimidazole 1-β-d-ribofuranoside (DRB) for different times (as indicated). *Cdkn1a* gene expression was analyzed by qRT-PCR. **c** qRT-PCR analysis of *Cdkn1a* (black line) and EPR (red line) in NMuMG cells serum-starved (2% FBS, 16 h) and either treated with TGF-β (10 ng ml^−1^) for the indicated times or untreated (time 0). **d** Chromatin prepared from NMuMG cells serum-starved and either treated with TGF-β for the indicated times or untreated (control) was immunoprecipitated using either control IgG or affinity-purified anti-SMAD3 rabbit polyclonal antibody. The association of SMAD3 with *Cdkn1a* promoter (schematic on the top) was quantified by qPCR (primers indicated as arrowheads in the schematic above). **e** NMuMG cells were serum-starved (2% FBS, 16 h) and either treated with TGF-β (10 ng ml^−1^) for either 1 h (top panel) or 6 h (bottom panel) or left untreated (control in both panels). Subsequently, cells were treated with 100 μM DRB for the indicated times and total RNA was isolated and analyzed by qRT-PCR to quantify *Cdkn1a* mRNA levels. Please note the slight, reproducible difference in the decay kinetic of *Cdkn1a* mRNA between nontransfected and mock-transfected NMuMG cells. **f** qRT-PCR analysis of *Cdkn1a* in NMuMG cells transiently transfected with either control siRNA (siC) or siRNA designed to silence EPR expression (siEPR), serum-starved (2% FBS, 16 h) and then either treated with TGF-β (10 ng ml^−1^) for 1 h (+) or left untreated (−). **g** qRT-PCR analysis of *Cdkn1a* expression in either mock (blue line) or EPR overexpressing (red line) NMuMG cells serum-starved (2% FBS, 16 h) and either treated with TGF-β (10 ng ml^−1^) for the indicated times or left untreated (time 0). Please note the logarithmic scale of the *Y-*axis. The values of both qRT-PCR and qPCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance: *p < 0.01, **p < 0.001 (Student’s *t* test)

TGF-β signaling promotes tissue growth and morphogenesis during embryonic development while, as tissues mature, many cell types gain the ability to respond to TGF-β with growth arrest that is primarily due to imbalance of G1 events^27^. As similarly reported in other cell types^28,29^, treatment of NMuMG cells with TGF-β for 1 h caused a rapid induction of *Cdkn1a* gene expression that was followed by return to baseline levels after 6 h (Fig. 4c). The observation that *Cdkn1a* return to baseline levels matches EPR downregulation (Fig. 4c) and that EPR overexpression strongly enhances *Cdkn1a* levels, prompted us to hypothesize a role for EPR in the TGF-β-dependent modulation of *Cdkn1a* gene expression. Our ChIP-qPCR assays showed that TGF-β treatment for 1 h stimulates the binding of SMAD3 to *Cdkn1a* promoter that returns to basal levels after 6 h (Fig. 4d, see also ref. ^28^). TGF-β-dependent control of *Cdkn1a* mRNA decay was never investigated in detail but, considering that cells often achieve rapid changes of gene expression by integrating gene transcription control with regulated mRNA decay^30,31^, we addressed the possibility that TGF-β could affect *Cdkn1a* mRNA decay. Figure 4e showed that *Cdkn1a* mRNA stability is unaffected by 1 h of TGF-β treatment (upper panel) but is reduced when the treatment is prolonged up to 6 h (lower panel). Thus, the TGF-β-dependent rapid fluctuations of *Cdkn1a* expression depend on the regulation of both transcription and mRNA decay in NMuMG cells.

Our hypothesis that EPR plays a role in the regulation of TGF-β-dependent CDKN1A expression was supported by the evidence that EPR silencing abrogated *Cdkn1a* mRNA induction upon TGF-β treatment for 1 h (Fig. 4f) while its overexpression enhances *Cdkn1a* levels and blunts its rapid modulation by TGF-β (Fig. 4g).

Together, our results indicate that EPR plays a dual role in TGF-β-dependent *Cdkn1a* gene expression control.

### EPR affects both *Cdkn1a* gene transcription and mRNA decay

We investigated the molecular mechanism(s) by which EPR regulates *Cdkn1a* gene transcription. The evidence of enhanced RNA-Pol II occupancy and reduced presence of the H3K27me3 repressive mark at the *Cdkn1a* promoter in EPR-overexpressing cells (Supplementary Fig. 5a) together with our finding that EPR is present in the chromatin fraction (see Fig. 1c) prompted us to explore the possibility that EPR affects *Cdkn1a* transcription through direct interaction with its promoter region. Chromatin Isolation by RNA Purification (ChIRP)-Seq experiments (P.B., G.B., E. Zapparoli et al., unpublished) as well as ChIRP-qPCR experiments revealed the direct interaction of EPR with *Cdkn1a* promoter (Fig. 5a). The interaction of EPR with *Cdkn1a* promoter is not significantly affected by a 1 h TGF-β treatment (Supplementary Fig. 5b).

**Fig. 5:**
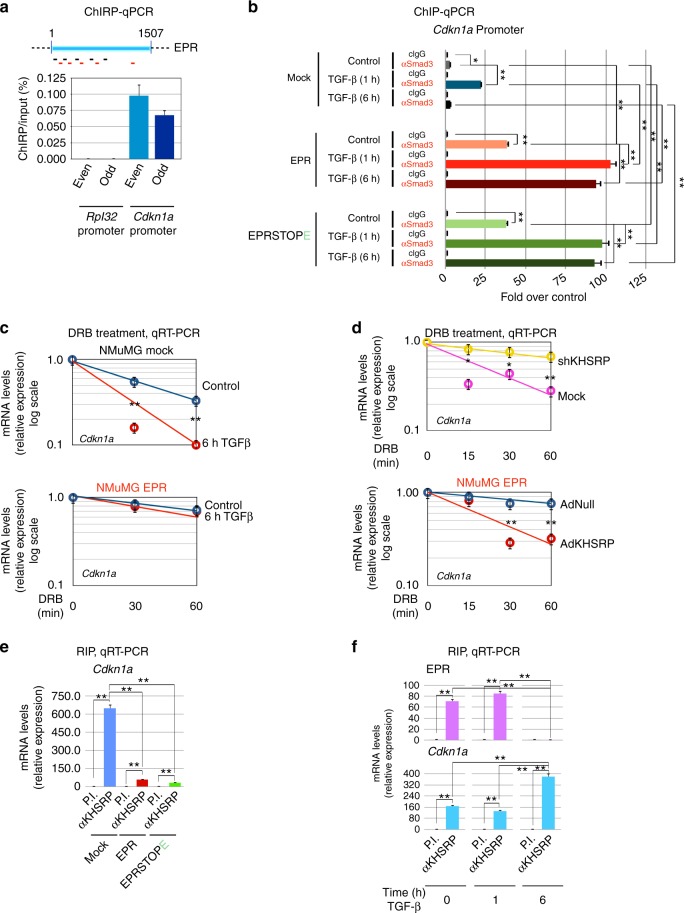
EPR associates with *Cdkn1a* promoter affecting its transcription as well as its mRNA decay. **a** ChIRP analyses. Top panel is a schematic of EPR and shows the location of biotinylated odd (black) and even (red) tiling oligonucleotides used for ChIRP. Both input and purified DNA were analyzed by qPCR to amplify either *Rpl32* (negative control) or *Cdkn1a* promoters. Values are averages (±SEM) of three independent experiments performed in triplicate. **b** Chromatin was prepared from either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells serum-starved and either treated with TGF-β (1 ng ml^−1^) for the indicated times or left untreated (control). Chromatin was immunoprecipitated using either control IgG or affinity-purified anti-SMAD3 rabbit polyclonal antibody. The association of SMAD3 with *Cdkn1a* promoter was verified by qPCR. **c** Either mock (top panel) or EPR-overexpressing (bottom panel) NMuMG cells were serum-starved, either treated with TGF-β (10 ng ml^−1^) for 6 h or left untreated (control) and then treated with 100 μM DRB and total RNA was isolated and analyzed by qRT-PCR to quantify *Cdkn1a* mRNA levels. **d** Top panel, either mock or shKHSRP NMuMG cells were treated with 100 μM DRB. Total RNA was isolated at different times (as indicated) and analyzed by qRT-PCR to quantify *Cdkn1a* mRNA levels. Bottom panel, NMuMG cells stably overexpressing EPR were infected with either control (AdNull) or KHSRP-expressing (AdKHSRP) adenoviral vectors for 24 h then treated with 100 μM DRB. Total RNA was isolated at different times (as indicated) and analyzed by qRT-PCR to quantify *Cdkn1a* mRNA levels. NMuMG mock cells used for the experiment depicted in the upper panel differ from those presented throughout this report and have been previously described^15^. **e** Total extracts from either mock, EPR- or EPRSTOPE-overexpressing NMuMG cells were immunoprecipitated as indicated. RNA was purified from immunocomplexes and analyzed by qRT-PCR to quantify *Cdkn1a* mRNA levels. **f** Total extracts were prepared from NMuMG cells serum-starved and either treated with TGF-β (10 ng ml^−1^) or left untreated (time 0) and immunoprecipitated as indicated. RNA was purified from immunocomplexes and analyzed by qRT-PCR. The values of both qRT-PCR and qPCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance: *p < 0.01, **p < 0.001 (Student’s *t* test)

RIP experiments showed that SMAD3 interacts with EPR and the interaction is enhanced by treatment with TGF-β for 1 h (Supplementary Fig. 5c). In keeping with growing evidence suggesting that the interaction between lncRNAs and specific transcription factors can affect gene expression^5,32^, ChIP-qPCR experiments showed that EPR overexpression enhances SMAD3-*Cdkn1a* promoter association and abrogates its dismissal after 6 h of TGF-β treatment (Fig. 5b). These effects are reproduced by overexpression of EPRSTOPE (Fig. 5b). Cell treatment with SB431542 abrogated the TGF-β-dependent enhancement of SMAD3-*Cdkn1a* promoter association in mock as well as in NMuMG cells overexpressing either EPR or EPRSTOPE (Supplementary Fig. 5d). Notably, EPR overexpression favored SMAD3-*Cdkn1a* promoter interaction also in untreated cells and this was not modified by SB431542 treatment (Fig. 5b and Supplementary Fig. 5d). To explain the association of SMAD3 with *Cdkn1a* promoter in cells overexpressing EPR also in the absence of TGF-β treatment, we hypothesize that EPR overexpression favors the association of SMAD3 molecules present in NMuMG cell nuclei of untreated cells with *Cdkn1a* promoter. Indeed, it is known that, although SMAD proteins rapidly accumulates into nuclei upon TGF-β treatment^33^, a certain amount of SMAD3 is present in the nuclei of untreated cells (ref. ^34^; Supplementary Fig. 5e).

In keeping with results shown in Fig. 4b, we found that EPR overexpression prevents *Cdkn1a* mRNA destabilization induced by a treatment with TGF-β for 6 h (Fig. 5c). Our initial observation that EPR interacts with KHSRP, a factor able to promote rapid decay of select labile mRNAs in many cell types^35^, prompted us to explore whether KHSRP regulates *Cdkn1a* mRNA decay in NMuMG cells. KHSRP silencing induced *Cdkn1a* mRNA accumulation and prevented its rapid degradation (Supplementary Fig. 6a and Fig. 5d, upper panel) while transient KHSRP overexpression in NMuMG cells stably expressing EPR promoted *Cdkn1a* mRNA destabilization (Fig. 5d, lower panel). KHSRP is predominantly nuclear in NMuMG cells^15^ and we found that mature *Cdkn1a* mRNA is abundant in nuclear fractions of these cells (Supplementary Fig. 6b) where it undergoes rapid decay and is stabilized by EPR overexpression as measured by two independent techniques (Supplementary Fig. 6c, d). These findings suggested that EPR might interfere with the ability of KHSRP to interact with *Cdkn1a* mRNA. RIP experiments presented in Fig. 5e show that KHSRP association with *Cdkn1a* mRNA was strongly reduced by EPR and EPRSTOPE overexpression. Based on these results, we investigated whether EPR downregulation, that is physiologically obtained by TGF-β-treatment, affects the interaction of KHSRP with *Cdkn1a* mRNA. RIP analyses indicated that KHSRP-EPR association is abrogated while KHSRP interaction with *Cdkn1a* mRNA is increased upon TGF-β treatment (6 h) (Fig. 5f).

Altogether, these results suggest that EPR controls *Cdkn1a* expression by sustaining its transcription and by impairing its mRNA decay in response to TGF-β.

### EPR overexpression reduces breast cancer cell proliferation

We investigated EPR in murine breast cancer cell lines and observed that its expression is severely reduced when compared with immortalized NMuMG cells (Supplementary Fig. 7a). Similarly, the expression of h.EPR was below detection levels in highly aggressive human breast cancer cell lines (M.J.M. and F.N., unpublished observation). H.EPR could be detected in about 75% of breast cancer primary samples (780/1043 cases from The Cancer Genome Atlas (TCGA) database^36^; Supplementary Fig. 7b) and, according to PAM50 molecular subtype classification, it was more expressed in Luminal A and Her2 tumors while it was almost absent in Basal-like tumors, the most frequent subtype of triple-negative breast cancers^37^ (Fig. 6a).

**Fig. 6:**
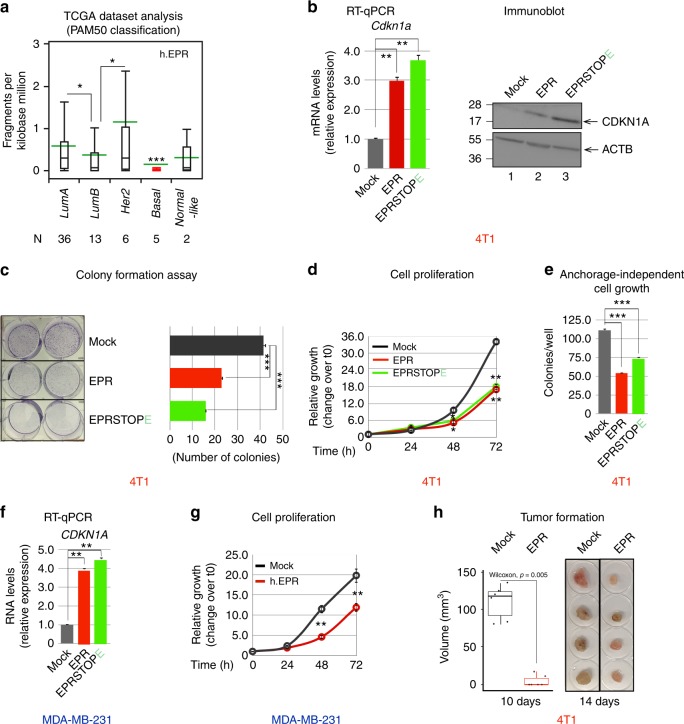
Antiproliferative effect of EPR when expressed in transformed mammary gland cells. **a** Box plot shows the expression of h.EPR in the TCGA Breast Cancer (BRCA) dataset annotated according to PAM50 molecular subtype classification. The number of samples in each subtype is presented. Asterisks mark significant values (Wilcoxon’s test; *p < 0.05, ***p < 0.001). **b** qRT-PCR analysis (left panel) and immunoblot analysis (right panel) of Cdkn1a expression in either mock, EPR- or EPRSTOPE-overexpressing 4T1 cells. **c** Either mock, EPR- or EPRSTOPE-overexpressing 4T1 cells were seeded at low density and colony-formation assays were performed after 4 days. A representative plate is shown. The numbers are averages (±SEM) of four independent experiments performed in duplicate. Statistical significance: ***p < 0.00001 (Student’s *t* test). **d** Cell proliferation analysis of either mock, EPR- or EPRSTOPE-overexpressing 4T1 cells. **e** Cells were cultured in soft agar for 21 days and phase contrast micrographs were taken at ×10 magnification. The values are averages (±SEM) of four independent experiments performed in triplicate. Statistical significance: ***p < 0.00001 (Student’s *t* test). **f** qRT-PCR analysis of *CDKN1A* mRNA levels in transfected MDA-MB-231 cells. **g** Cell proliferation analysis of either mock or h.EPR-overexpressing MDA-MB-231 cells. **h** Tumor volume (*n* = 6 tumors/group) was measured by digital caliper assessment 10 days after injection of either mock or EPR-expressing 4T1 cells in BALB/c mice. Box plot analysis of tumor volume is shown (left). Box plots display summaries of the data distribution: the lower whisker is the minimum, the lower box edge is first quartile, the middle line is the median, the upper box edge is the third quartile, and the upper whisker the maximum value. Data were analyzed in R version 3.4.3, using the Wilcoxon Unpaired Test as implemented in “stat_compare_means” in “ggplot 2.2.1”. Images of the tumors at the end of the experiment, 2 weeks after injection (right). The values of qRT-PCR experiments shown are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance: **p < 0.001 (Student’s *t* test). The values of cell proliferation experiments (panels **d** and **g**) are averages (±SEM) of three independent experiments performed in triplicate. Statistical significance: *p < 0.01, **p < 0.001 (Student’s *t* test)

Based on these observations, we decided to express EPR in triple-negative mesenchymal-like breast cancer cells, such as murine 4T1 and human MDA-MB-231 cell lines, respectively (Supplementary Fig. 7c).

Overexpression of either EPR or EPRSTOPE in 4T1 cells resulted in a strong induction of *Cdkn1a* gene expression as well as in a significant reduction of clonogenic potential, cell proliferation, and anchorage-independent cell growth (Fig. 6b-e). EPR overexpression in 4T1 cells also downregulated the expression of mesenchymal factors such as *Cdh2* and *Adam12* (Supplementary Fig. 7d). Very similar results were observed by overexpressing either human or murine EPR in human MDA-MB-231 cells (Fig. 6f, g, Supplementary Fig. 7e−g).

Finally, to interrogate the activity of EPR on cell proliferation control in vivo, we orthotopically injected either mock or EPR-expressing 4T1 cells into syngenic BALB/c mice. In concordance with our observations in cultured cells, EPR expression resulted in a remarkable reduction of tumor volume after 10 days (Fig. 6h, left panel). A significant reduction of the tumor mass was still evident and statistically significant also at 2 weeks after the transplant when mice were sacrificed (Fig. 6h, right panel, Supplementary Fig. 7h).

Altogether, our results indicate that EPR overexpression modulates cell proliferation and epithelial/mesenchymal markers levels in breast cancer cells and restrains cell proliferation in transplanted mice.

## Discussion

Here we report on the initial functional characterization of the long intergenic noncoding RNA EPR well conserved among mammalian species and expressed in select epithelial tissues including differentiated luminal cells of human breast. The levels of EPR are rapidly downregulated by TGF-β/SMAD signaling in immortalized mammary gland cells and its sustained expression largely reshapes the transcriptome by inducing epithelial traits while preventing the acquisition of mesenchymal markers upon TGF-β treatment. Remarkably, EPR overexpression enhances the levels of the cyclin-dependent kinase inhibitor CDKN1A and strongly reduces cell proliferation in both immortalized and transformed mammary gland cells as well as in transplanted mice.

EPR is almost equally distributed in chromatin, nucleoplasm and cytoplasm and the cytoplasmic component associates with polysomes where a small peptide (EPRp) is translated. EPRp interaction with a variety of cytoskeletal and junctional proteins accounts for its junctional localization. However, the analysis of the phenotype that we observed in cells overexpressing EPR mutants unable to originate the peptide clearly indicates that the vast majority of gene expression changes that we describe here are independent of the peptide biogenesis.

In this report, we investigated how the lncRNA molecule per se controls gene expression and we focused our studies on the EPR-dependent regulation of CDKN1A that functions as both a sensor and an effector of multiple antiproliferative signals and promotes cell cycle arrest in response to TGF-β^26^. In NMuMG cells, TGF-β induces an early wave of *Cdkn1a* expression due, in part, to an increased SMAD complex-dependent gene transcription while a prolonged treatment causes the return of *Cdkn1a* levels to the baseline. Our data suggest that *Cdkn1a* promoter-bound EPR recruits SMAD3 molecules—that accumulate into the nucleus upon TGF-β treatment for 1 h—to induce rapid gene transcription. In parallel, EPR interacts with KHSRP limiting its association with *Cdkn1a* mRNA and this results in the transcript stabilization. We propose that EPR downregulation upon 6 h of TGF-β treatment causes SMAD3 dismissal from *Cdkn1a* promoter that results in a return of *Cdkn1a* transcription to basal levels and, in parallel, enables KHSRP to destabilize the *Cdkn1a* transcript . Our data suggest that EPR-regulated molecular events shape the rapid wave of *Cdkn1a* expression in response to TGF-β. The evidence that CDKN1A is more abundant in cells overexpressing EPR than in mock cells (independently of any treatment with TGF-β) allows us to hypothesize that overexpressed EPR is able to recruit SMAD3 molecules already present in cell nuclei to the *Cdkn1a* promoter region and, possibly, to distal enhancers as well as to block KHSRP-induced *Cdkn1* mRNA degradation.

Our data indicate that EPR couples *Cdkn1a* transcriptional regulation with mRNA decay control. Indeed, the integration of transcription and mRNA decay provides a kinetic boost to a series of processes that would be otherwise slower and less efficient. This report strengthen the idea that coupling transcription to mRNA decay enables cells to rapidly modulate waves of gene expression in response to a variety of stimuli thus achieving optimal mRNA homeostasis^30,31^.

Since the decay of mature mRNAs is generally thought to occur in the cytoplasm, our finding that spliced and polyadenylated *Cdkn1a* mRNA is abundant in the nucleus of NMuMG cells, where it undergoes regulated decay, might be somehow surprising. However, the possibility that mature mRNAs accumulate in the nuclei of mammalian cells has been described^38,39^ and a previous report has suggested that *Cdkn1a* mRNA undergoes degradation by the nuclear exosome in mammalian cells^40^. Further, a report about mature RNA degradation controlled by nuclear histone acetyltransferases and deacetylases provocatively suggested the possibility that mRNA degradation pathways might operate also in the nucleus^41^.

The TGF-β cytostatic program in epithelial cells involves, among other molecular events, the induction of *Cdkn1a* and *Cdkn2b* but cancer cells utilize any opportunity to circumvent TGF-β ability to inhibit cell proliferation. Inactivating mutations in the TGF-β Type-II receptors and SMAD4 have been described in tumors even though cancer cells can lose the cytostatic responsiveness due to defects downstream to SMAD factors^42,43^. We hypothesize that the absence of EPR/h.EPR, that occurs in breast cancer cell lines and in certain breast cancers, may contribute to the loss of TGF-β ability to restrain cell proliferation while may enable the cytokine to sustain their carcinogenic potential.

The notion that lncRNAs are devoid of coding potential has been recently challenged by reports demonstrating that translated short peptides are responsible for the biological functions of the respective lncRNA^22,23,44,45^. However, Yu et al.^46^ reported that linc-RAM, an lncRNA that per se enhances myogenic differentiation by interacting with MYOD, is the transcript encoding myoregulin, a small peptide previously reported as a mediator of muscle performance through inhibition of the pump activity of SERCA^44^. In this case, RNA and peptide functions cooperate in modulating muscle physiology. Intriguingly, under our model the lncRNA per se is responsible for most of the gene expression changes while the peptide might be responsible for specific functions related to its cytoskeletal/junctional localization. We hypothesize that the peptide could participate in multiprotein complexes serving as permeability barriers and/or it could be implicated in the establishment of apico-basal polarity as well as in the transduction of signals to the cell interior. Further studies will be needed to clarify the specific functions of the peptide but we can predict that EPR and the peptide might synergize in executing epithelial cell-specific programs.

EPR was discovered as a highly regulated lncRNA in NMuMG mammary gland cells and, by exploiting the TGF-β-responsiveness of these cells, we were able to clarify some details of its molecular functions. How EPR influences normal physiology and disease in tissues undergoing repeated rounds of proliferation/differentiation, such as the gastrointestinal tract where it is highly expressed, will represent an important area of future research.

## Methods

### Cell lines

Murine immortalized NMuMG cells (ATCC, no. CRL-1636) were cultured in Dulbecco's Modified Eagle Medium (DMEM) plus 10% Fetal Bovine Serum (FBS) and 10 μg ml^−1^ bovine insulin (Sigma-Aldrich), 4T1 mouse mammary gland cancer cells (obtained from ATCC, no. CRL-2539) were cultured in DMEM/F12 plus 10% FBS, human mammary gland adenocarcinoma cells MDA-MB-231 (obtained from DSMZ, Germany, through Dr. G. Fronza, authenticated by STR DNA profiling) were cultured in DMEM plus 5% FBS, and human HEK-293 cells (ATCC, no. CRL-1573) were cultured in DMEM plus 10% FBS. HEK-293 cells were used to verify transient expression of FLAG-tagged EPRp based on their highly efficient transfectability. NMuMG cells were maintained in DMEM supplemented with 2% for 16 h prior to the addition of 1–10 ng ml^−1^ human recombinant TGF-β1 purchased from R&D Systems. All cell lines were tested for mycoplasma contamination and resulted negative. SB431542 compound was purchased from Sigma-Aldrich, dissolved in Dimethyl sulfoxide (DMSO), and used at a 1 μM concentration. Cycloheximide, dissolved in DMSO, was purchased from Sigma-Aldrich and used at a 5 μM concentration.

### Antibodies and immunoblots

Anti-EPRp polyclonal rabbit antibody was generated by injecting rabbits with recombinant purified EPR expressed in *E. Coli* using the pQE-EPR at Cambridge Research Biochemicals (Billingham, Cleveland, UK). Anti-CDH1 goat polyclonal antibody (sc-31020, used at 1:500 final dilution), anti-CDKN1A mouse monoclonal antibody (sc-6246, used at 1:200 final dilution), and anti-HDAC1 rabbit polyclonal antibody (sc-7872, used at 1:500 final dilution) were from Santa Cruz; anti-TJP1 rabbit polyclonal antibody (ab96587, used at 1:100 final dilution), anti-SMAD3 rabbit polyclonal antibody (ChIP grade ab28379), anti-GFP rabbit polyclonal antibody (ChIP grade ab90, used at 1:200 final dilution) were from Abcam; mouse monoclonal anti-FLAG (F1804, used at 1:500 final dilution), mouse monoclonal anti-TUBA (DM1, used at 1:1000 final dilution) and mouse monoclonal anti-ACTB (AC-74, used at 1:30,000 final dilution) were from Sigma-Aldrich. Mouse monoclonal anti-RNA Polymerase II (clone CTD4H8) and rabbit polyclonal antibody to H3K27me3 (CS200603) were from Millipore. Rabbit polyclonal anti-CGN serum (C532, used at 1:5000 final dilution) against a purified recombinant 50 kDa C-terminal fragment of chicken cingulin as well as anti-CGNL1 rabbit polyclonal antibody (20893, used at 1:100 final dilution) were raised at the University of Geneve. Images of the uncropped and unprocessed scans of the most important Immunoblots are presented in Supplementary Fig. 8.

### Plasmids

Plasmid EPR was obtained by inserting the sequence from nucleotide 1 to 1487 of murine BC030870 into pBICEP-CMV-2 vector (Sigma-Aldrich); plasmid h.EPR was obtained by inserting the sequence from nucleotide 4 to 1126 of human LINC01207 into pBICEP-CMV-2 vector; plasmids EPRSTOPE and EPRSTOPM were obtained by Site-Directed Mutagenesis of plasmid EPR using the QuikChange II mutagenesis kit (Agilent Technologies) and the oligonucleotides 5′—CACCGTTAGTCTTCCATGTAGCTACCATTC—3′ and 5′—CACCGTTAGTCTTCCTAGTAGCTACCATTC—3′, respectively. 

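Both oligonucleotides were matched to the EPR transcript (BC030870, 1507 nt), with positions counted from 1 at its 5′ end. The EPRSTOPE oligonucleotide, CACCGTTAGTCTTCCATGTAGCTACCATTC, covers positions 330 to 359 and differs from the reference CACCGTTAGTCTTCCATGGAGCTACCATTC by G348T, in codon 2 of the open reading frame, which becomes TAG. In GRCm38 the base lies at position 65108414 of chromosome 8, in exon 2. The EPRSTOPM oligonucleotide, CACCGTTAGTCTTCCTAGTAGCTACCATTC, covers the same positions and differs from the reference by A345T and T346A in codon 1, the start codon, and by G348T in codon 2, so that it holds the EPRSTOPE substitution as well.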

Plasmids EPR-FLAG and EPRSTOPE-FLAG were generated by inserting the sequence from nucleotide 1 to 560 of murine BC030870 obtained by PCR and Flagged at its 3′ (either wild-type or mutagenized as above) into pIRES1*hyg* vector. Plasmids GFP-mouse cortactin (#26722, CTTN-GFP) and CMV-GFP-human NMHC II-A (#11347, MYH9-GFP) were obtained from Addgene. Plasmid pQE-EPR was obtained by inserting the sequence from nucleotide 345 to 560 of murine BC030870 into pQE-30 vector (Qiagen).

For inserts obtained by RT-PCR, the Pfu DNA Polymerase (Promega) was used. The inserts cloned in all constructs were sequenced on both strands (BMR Genomics, Padova, Italy).

### Cell transfections

NMuMG, 4T1, and MDA-MB-231 cells were transfected with Lipofectamine 2000 (ThermoFischer) while HEK-293 cells were transfected with Attractene transfection Reagent (Qiagen). NMuMG, 4T1, and MDA-MB-231 cells stably transfected with recombinant pBICEP-CMV-2-based vectors were maintained in selective medium containing 800, 350, and 750 μg ml^−1^ G418 (Sigma-Aldrich), respectively. NMuMG cells stably transfected with recombinant pIRES1*hyg*-based vectors were maintained in selective medium containing 600 μg ml^−1^ Hygromycin B (Sigma-Aldrich). Specific mock cells were generated (for every cell line and every plasmid backbone) by transfecting the corresponding empty vector in each cell type. Mock cells were subjected to a selection procedure identical to the other transfectants. siRNAs utilized to knockdown murine EPR (5′—GAGCAAAAGAGAAUGCUUA—3′) were purchased from Thermo Fisher. Stable KHSRP knockdown in NMuMG cells was obtained using previously described silencing sequences and pSuper-Neo (Oligoengine) according to the manufacturer’s instructions^15^. The adenoviral vectors pAdCMVnull (AdNull) and pAdKHSRP (full-length human KHSRP cDNA cloned into an Adenoviral-Type 5 backbone) were purchased from Vector Biolabs^15^.

### Scratch wound closure assay

Either mock or EPR-overexpressing NMuMG cells were cultured in six-wells plates up to confluence and pretreated for 2 h with 5 μg ml^−1^ Mitomycin C (Sigma-Aldrich). A wound was scratched into monolayers and cells were cultured for up to 48 h in the presence of 5 μg ml^−1^ Mitomycin C. Images were taken using an Olympus CKX41 microscope and analyzed using the ImageJ 1.49r package (http://imagej.nih.gov/ij/index.html). Average distance of wound obtained from six microscopic fields was used for the calculation of percent wound healed. Experiments were performed three times in triplicate.

### Immunofluorescence

Either mock NMuMG cells or stable transfectants overexpressing either EPR-FLAG or EPRSTOPE-FLAG were plated on glass coverslips in 24-well plates (60,000 cells/well). Immunofluorescence was carried out 2 days after plating essentially as reported in ref. ^47^. Rabbit polyclonal anti-cingulin antiserum (C532) was used at a 1:5000 dilution while anti-FLAG antibody (F1804, Sigma) was used at a 1:500 dilution. Secondary antibodies were diluted in IF buffer and incubated for 30 min at 37 °C, Alexa488 anti-rabbit (711-545-152, Jackson Laboratory) dilution 1:400, Cy3 anti-mouse (715-165-151, Jackson Laboratory) dilution 1/400. Pictures were taken using a Zeiss Axiophot widefield fluorescent microscope (X-Cite 120Q mercury lamp light source, Excelitas Technologies; retiga EXi, cooled mono 12-bit, Qimaging camera; ×63 oil objective; Openlab software). Images were imported into ImageJ to split and merge channels, cropped and adjusted for resolution and for intensity level range using Photoshop (scale bar = 10 μm).

### Orthotopic 4T1 injection in BALB/c mice

BALB/c 8–10-week-old female mice (Envigo) were anesthetized using 100 mg kg^−1^ ketamine and 10 mg kg^−1^ xylazine intra peritoneal. Eye lubricant was applied, hair around the abdominal and inguinal fat pads were trimmed and the skin was sterilized. With the aid of magnifying surgical loupes, a small incision of less than 3 mm was made externally and caudally to the fourth nipple with the tip of micro-dissecting scissors. The fourth mammary gland fat pad below was located and 100 μl of a suspension of either mock or EPR-expressing 4T1 cell were injected. Successful injection is confirmed by the swelling of the tissue. The incision was then sutured. All procedures involving animals have been approved by the Institutional Animal Welfare Body (O.P.B.A.) and complied with the national current ethical regulations regarding the protection of animals used for scientific purpose (D. Lvo, March 4, 2014, n. 26, legislative transposition of Directive 2010/63/EU of the European Parliament and of the Council of September 22, 2010 on the protection of animals used for scientific purposes). Tumor length and width were measured using a digital caliper at day 10 post injection and tumor volume was calculated using the formula: volume = (length × (width)^2^/2). Mice were euthanized after 2 weeks and tumor masses were removed, weighted and photographed.

### Electrophoretic mobility shift assay

Electrophoretic mobility shift assays (EMSA) were performed utilizing purified recombinant proteins that were incubated at room temperature for 20 min in a RNA-binding buffer (20 μl) containing 10 mM 4-(2-Hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES) (pH 7.6), 3 mM MgCl_2_, 100 mM KCl, 2 mM Dithiothreitol (DTT), 5% glycerol, 0.5% NP-40, yeast RNA (1 μg), and heparin (1 μg). The labeled RNA was transcribed using Sp6 polymerase from a template generated by inserting into pCY vector^48–50^, a PCR product corresponding to nucleotides from 276 to 407 of murine BC030870.

### RNA isolation from cytoplasm, nucleoplasm, and chromatin

We followed the protocol recently published by Corey and coworkers^51^ starting from 10 × 10^7^ cells. Both cytoplasmic and nucleoplasmic RNAs were precipitated and washed with ice-cold 70% (vol/vol) ethanol prior to be dissolved in QIAzol Lysis Reagent (Qiagen) while the chromatin pellets were immediately dissolved in QIAzol. Ten microliters of 0.5 M EDTA was added to all the samples in QIAzol that were heated to 65 °C with vortexing until dissolved (~10 min). The preparation of RNA was continued as described below. In parallel to RNA, protein extracts were prepared as described by Corey and coworkers^51^.

### qRT-PCR, analysis of nascent transcripts, and mRNA decay

Total RNA was isolated using either the miRNeasy mini kit or QIAzol (Qiagen) and retrotranscribed (50–100 ng) using Transcriptor Reverse Transcriptase (Roche) and random hexamers in most experiments according to the manufacturers’ instructions. In order to verify if EPR is polyadenylated, qPCR amplification was performed using as template the product of reverse transcription reactions performed with oligo-dT (that pairs with the poly-A tail). Quantitative PCR was performed using the Precision 2× QPCR master mix (Primer Design), and the Realplex II Mastercycler (Eppendorf) according to the manufacturers’ instructions. The sequence-specific primers utilized for PCR reactions are listed in Supplementary Data 3. In order to analyze gene expression changes among the pool of nascent mRNAs, we adopted the Click-iT Nascent RNA Capture kit (ThermoFischer) and performed experiments according to the manufacturer’s instructions. NMuMg cells were pulsed with 0.5 mM 5-ethynyl Uridine (EU) for 1 h. In order to analyze mRNA decay we either blocked transcription by treating cells with 100 μM 5,6-Dichlorobenzimidazole 1-β-d-ribofuranoside (DRB, Sigma-Aldrich) and isolating total RNA at different intervals of times or performing EU labeling-based pulse chase experiments labeling cells with 0.2 mM EU for 16 h, removing the culture medium, and chasing cells for 1 h. RNA was prepared, clicked, retrotranscribed, and analyzed by qRT-PCR according to Click-iT Nascent RNA Capture kit instructions.

### Ribonucleoprotein complexes immunoprecipitation (RIP) assays

Briefly, total cell lysates were immunoprecipitated with Dynabeads (Thermo Fisher) coated with protein A/protein G and precoupled to specific antibodies at 4 °C overnight. Pellets were washed three times with a buffer containing 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 0.5% Triton X-100, 1× Complete (Roche)^17^. Total RNA was prepared from immunocomplexes using the QIAzol Lysis Reagent, retrotranscribed, and amplified by qPCR as described above. The primer sequences are detailed in Supplementary Data 3.

### Protein identification by mass spectrometry (MS) analysis

Total extract from either mock or EPR-FLAG (10 × 10^7^ cells) were immunoprecipitated using anti-FLAG antibody-coupled Dynabeads. Immunoprecipitated material was analyzed by SDS-PAGE followed by silver staining. Protein identification was performed as a service at the Functional Proteomic Unit of IFOM (Milano, Italy; Drs. Angela Cattaneo and Angela Bachi). Bands of interest from SDS-PAGE were excised from gels, reduced, alkylated and digested overnight with bovine trypsin (Roche, Milan, Italy), as described^52^. One microliter aliquots of the supernatant were used for mass analysis using the dried droplet technique and α-cyano-4-hydroxycinnamic acid as matrix. Mass spectra were obtained on a MALDI–TOF Voyager-DE STR mass spectrometer (Applied Biosystem). Alternatively, acidic and basic peptide extraction from gel pieces after tryptic digestion was performed and the resulting peptide mixtures subjected to a single desalting/concentration step before MS analysis over Zip-TipC18 (Millipore Corporation). Spectra were internally calibrated using trypsin autolysis products and processed via Data Explorer software. Proteins were unambiguously identified by searching a comprehensive nonredundant protein database of the National Center for Biotechnology Information (NCBI, https://www.ncbi.nlm.nih.gov/) and the Mass Spectrometry protein sequence DataBase (MSDB, http://msdn.microsoft.com/en-us/library/ms187112.aspx), selected by default using in-house software programs ProFound v4.10.5 and Mascot v1.9.00, respectively. Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least three identified peptides. Protein probabilities were assigned by the Protein Prophet algorithm^53^. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped to satisfy the principles of parsimony.

### RNA deep-sequencing (RNA-Seq)

High-quality RNA was extracted from either mock, EPR-, or EPRSTOPE- overexpressing NMuMG cells (biological triplicates for each experimental condition), and a total of nine libraries were prepared using standard Illumina TrueSeq SBS PE 200 cycles protocol and sequenced on HiSeq2500. Image analysis and base calling were performed using the HiSeq Control Software and RTA component from Illumina. 

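The estimated counts in the 9 files, each count standing for 1 read pair assigned to a transcript by Kallisto, summed to between 5972457 and 11876435 per library, with a median of 9266782. The median was 9266782 in mock, 10710414 in EPR and 9058484 in EPRSTOPE cells. Between 21222 and 24907 genes had at least 1 count in a library. The number of reads before the assignment to transcripts is not in the files analysed here.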

This approach yielded between 68 and 77 millions of reads that were further processed.

### Analysis of h.EPR (LINC01207) expression in human samples

Meta-analysis of RNA-Seq data of h.EPR in normal samples was performed by searching for h.EPR expression in different subpopulations of FACS-sorted normal breast cells^21^ and in different human organs through either the Expression Atlas (https://www.ebi.ac.uk/gxa/home) or the GEPIA web server (http://gepia.cancer-pku.cn). h.EPR expression in breast cancer samples was analyzed using TCGA data, deriving PAM50 ^37^.

### Chromatin isolation by RNA purification (ChIRP)

Chromatin isolation by RNA purification (ChIRP) was performed according to the protocol published by Chu et al.^54^ with minor modifications. Briefly, 2.5 × 10^7^ NMuMG cells were crosslinked in 20 ml of 1% glutaraldehyde in PBS at room temperature for 10 min on an end-to-end rotator. After glutaraldehyde quenching and repeated washes, cell pellets were weighted and resuspended in 1.0 ml of complete Lysis Buffer (50 mM Tris-Cl pH 7.0, 10 mM EDTA, 1% SDS, 1× Complete, 500U RNAse inhibitor) per each 100 mg of cell pellet. Cell suspensions were sonicated for 90 min (power set to 70%) and the sonicated cell lysate was centrifuged at 16,100 × *g* at 4 °C for 10 min. Lysates were divided into two 1 ml aliquots, transferred into polypropylene tubes, mixed with 2 ml Complete Hybridization Buffer (750 mM NaCl, 1% SDS, 50 mM Tris-Cl, pH 7.0, 1 mM EDTA, 15% formamide, 1× Complete, 1000 U RNAse Inhibitor) and hybridized with 1 μl (100 pmol) of either EVEN or ODD pools of 20-mer 3′ Bio-TEG DNA oligonucleotides designed with single-molecule FISH online designer (Stellaris) (see Supplementary Data 3), respectively. Hybridization was carried out at 37 °C for 4 h under continuous shaking. Seventy microliters of prewashed C-1 magnetic beads (ThermoFisher) were added to each hybridization mixture for 30 min at 37 °C under continuous shaking. Beads were immobilized and washed four times for 5 min at 37 °C with shaking (wash buffer: 2× NaCl and Sodium citrate (SSC), 0.5% SDS, 1× Complete). While one aliquot (10% of the material) was utilized for RNA extraction, the remaining 90% was subject to DNA purification by incubating two times each bead pellet with 150 μl Complete DNA Elution Buffer (50 mM NaHCO_3_, 1% SDS, 25 μg ml^−1^ RNAseA, 100 U ml^−1^ RNAseH) for 30 min at 37 °C with shaking. Eluted DNA was incubated with Proteinase K (1 mg ml^−1^ final dilution) for 45 min at 50 °C with shaking, extracted with Phenol/Chlorophorm/Isoamylalchool, ethanol-precipitated, and aliquots were analyzed by qPCR.

### ChIP-qPCR

ChIP experiments were performed according to the protocol published by Ghisletti et al.^55^. Briefly, ChIP lysates were generated from 40 × 10^6^ cells. Each lysate was immunoprecipitated with 10 μg of anti-Pol II, anti-H3K27me3, and anti-SMAD3 antibodies (and the corresponding control IgG).

Antibodies were prebound overnight to 100 μl of Α/G protein-coupled paramagnetic beads (ThermoFisher) in PBS/BSA 0.5%. Beads were then added to lysates (the preclearing step was omitted), and incubation was allowed to proceed overnight. Beads were washed six times in a modified RIPA buffer (50 mM HEPES (pH 7.6), 500 mM LiCl, 1 mM EDTA, 1% NP-40, and 0.7% Na-deoxycholate) and once in TE containing 50 mM NaCl. DNA was eluted in TE containing 2% SDS and crosslinks reversed by incubation overnight at 65 °C. DNA was then purified by Qiaquick columns (Qiagen) and quantified with PicoGreen (ThermoFisher).

### Sucrose-gradient fractionation and polysome profiling

Experiments were performed as described^56^. NMuMG cells (~70% confluence) were treated with cycloheximide (0.1 mg ml^−1^) for 5 min at 37 °C, washed twice with PBS supplemented by 0.01 mg ml^−1^ cycloheximide, scraped in PBS 1× with 0.01 mg ml^−1^ cycloheximide, pelleted by centrifugation, lysed in 500 μl of ice-cold Lysis Buffer (Salt Solution 1×, 1% Triton-X100, 1% NaDeoxycholate, 0.2 U μl^−1^ RNase Inhibitor, 1 mM DTT, 0.01 mg ml^−1^ cycloheximide), centrifuged for 5 min at 16,000 × *g* at 4 °C, and supernatants were loaded onto sucrose gradients. One milliliter fractions were collected monitoring the absorbance at 260 nm using a Density Gradient Fractionation System by Teledyne ISCO with sensitivity set to 0.2. Using the profile of the 260 nm absorbance, fractions corresponding to free ribosomal subunits (40S and 60S) and monosomes (80S, considered as not translating), separately from fractions corresponding to light polysomes (2–5 ribosomes) and heavy polysomes (>6 ribosomes) were pooled together and processed for RNA extraction and RNA was quantified by Nanodrop (ThermoFisher).

### Cell cycle analyses by flow cytometer

NMuMg cells (either mock or EPR- or EPRSTOPE-transfected) were seeded in six-well plates. For the analysis by the Cycletest^TM^ Plus DNA Kit (BD Medical Technology), cells are detached by trypsinization and centrifuged in Eppendorf tubes at 300 × *g* for 5 min at room temperature. Supernatant is removed and the pellet is resuspended in 1 ml 1× PBS followed by centrifugation. Cells are then resuspended in PBS and counted using Countess® Automated Cell Counter and the cell concentration is adjusted to 7 × 10^5^ cells ml^−1^ using the same buffer. The DNA staining procedure is performed using 0.5 ml of cell suspension (7 × 10^5^ cells). Cells are pelleted by centrifugation (400 × *g* for 5 min at RT). After carefully removing the supernatant, cells are mixed in Solution A (provided by the kit, containing trypsin in a spermine tetrahydrochloride buffer for digestion of cell membranes and cytoskeleton), without using a vortex. Two hundred microliters of solution B (provided by the kit, containing trypsin inhibitor and ribonuclease A in citrate-stabilizing buffer, to inhibit the trypsin activity and to digest the RNA) is gently added and the sample is incubated for 10 min at RT, followed by the addition of 200 μl of cold solution C (provided by the kit, containing Propidium Iodide and spermine tetrahydrochloride in citrate-stabilizing buffer). The sample is incubated in the dark and on ice for 10 min and then filtered by cell strainer caps and analyzed by flow cytometer (BD FACS Canto^TM^). Data on at least 10,000 events for sample were processed using ModFit LT 4 software. The experiment was repeated two times.

To estimate more precisely the fraction of cells in S phase, the Click-iT^TM^ Plus EdU Flow Cytometry Assay (Invitrogen) was used. EdU (10 mM stock in DMSO) was added directly to the culture medium at the 20 μM final concentration and incubated for 40 min. Cells were then harvested by trypsinization and washed using 3 ml of PBS containing 1% BSA. Pellets are resuspended in PBS+1% BSA, counted using Countess® Automated Cell Counter and 1.5 × 10^6^ cells are transferred to flow tubes, washed again with 3 ml of PBS containing 1% BSA, pelleted by centrifugation followed by removal of the supernatant. Cells are resuspended in 100 μl of Click-iT^TM^ fixative mixing well with a pipette and incubated for 15 min at RT in the dark. Cells are then washed as performed in the previous step, resuspended and incubated for 10 min in 100 μl of 1× Click-iT^TM^ saponin-based reagent. Samples are then processed for the Click-iT^TM^ reaction, preparing the Click-iT^TM^ Plus reaction cocktail according to the manufacturer’s guidelines, adding 0.5 ml of it to each sample, to reach a final volume of 600 μl containing 1.5 × 10^6^ cells and incubating for 30 min at room temperature, in the dark. Cells are then washed once using 3 ml of 1× Click-iT^TM^ saponin-based reagents, pelleted and resuspended in 600 μl of the same solution to which the propidium iodide staining solution is added to stain DNA. Propidium iodide solution contains 50 μg ml^−1^ PI and 100 μg ml^−1^ RNAse. Samples are then analyzed by flow cytometer (counting 20,000 events, BD FACS Canto^TM^). As controls, cell aliquots incubated with EdU and processed by the same protocol, but skipping the Click-iT^TM^ reaction or the PI staining, or both.

### G1 phase cell sorting

Cells (mock, EPR, EPRSTOPE) were harvested by trypsinization when they reached ~90% confluence, washed once in 1× PBS and resuspended in DMEM without serum at a concentration of 10^6^ cells ml^−1^. Hoechst 33342 (ThermoFisher Scientific) was added to the media at the concentration of 10 μg ml^−1^ and cells were incubated for 1 h at 37 °C. Cells were then centrifuged to remove Hoechst-containing media and resuspended in 1× PBS.

Sorting was performed by BD Aria II^TM^ cytometer (BD Bioscience) using a 100 μm nozzle and setting a gate on the population of cells in G1. At least 90 K events for every sample were sorted in 1× PBS at room temperature. After sorting, purity was assessed by re-running the samples. Sorted cells were pelleted and immediately stored at −80 °C. RNA was extracted and analyzed by qRT-PCR as described above.

### Cell proliferation analysis by high-content image analysis

The proliferation of NMuMG cells (either mock or EPR- or EPRSTOPE-transfected) was quantified using Operetta High-Content Imaging System, acquiring images at different time points by digital phase contrast with a ×40 objective. Images were analyzed using Harmony® High Content Imaging and Analysis Software. Five hundred cells were seeded in 96-well plates in triplicates. Pictures were taken at different time points, by automatically acquiring eight fields for each well. Data were analyzed in Excel and plotted as average and standard deviations of replicates.

### Quantification of cell proliferation by crystal violet

For some experiments cell proliferation was assessed by crystal violet staining. At the indicated time after plating, cells were fixed (10% formalin) and stained (0.1% crystal violet) with crystal violet solution. After two washes with water, crystal violet staining was measured by spectrophotometer at a wavelength of 590 nm.

### Clonogenic and anchorage-independent cell growth assays

For the clonogenic assays, cells were plated in triplicate on six-well plates at 500 cells per well and left to grow for 4–6 days. Cells were fixed and stained with crystal violet solution. Anchorage-independent cell growth assays were assessed according to the protocol published by Borowicz et al.^57^ with minor modifications. Briefly, 2500 cells were seeded in 0.3% top agar in complete medium and placed on a layer of 0.5% of bottom agar in 12-well plates. Each cell line was seeded in sextuplicates and fed every 3 days. After 21 days cells were colored with crystal violet and photographs were taken.

### Quantification and statistical analysis of RNA-Seq

Raw FASTQ reads were trimmed at the ends to remove low-quality calls with FASTX (http://hannonlab.cshl.edu/fastx_toolkit). Paired-end reads were aligned to indexed mm10 genome with STAR (v 2.3.0e_r291).

To quantify expression levels mapped reads were counted from BAM files with HTSeq counts version 1.2.1, in intersection-strict mode, feature type exon and id attribute gene_name against reference annotation Ensembl GRCm38.74.

### Quantitation of transcript differential expression analysis

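The Kallisto output holds 131100 transcripts of 52459 gene symbols, of which 90 symbols stand for more than 1 gene identifier and were summed. Of the transcripts, 130634 (99.64%) are also in Gencode M21, which was used here for positions and is on the same genome build, GRCm38, and 127421 of them have the same version there. The STAR and HTSeq gene counts are not in the files analysed here, so gene values were made by summing the estimated counts of each gene's transcripts.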

In addition to gene-level analysis with STAR-HTSeq, the transcript abundance was further re-estimated using an alignment-free approach based on Kallisto 0.43.1 software, using Gencode Mouse vM15 transcripts as reference.

Abundance files were imported in R.3.1.1 with TxImport.1.2.0 with option txOut =TRUE to quantify alternatively spliced transcripts. edgeR_3.16.5 and limma_3.30.13 were used to log2 transform transcripts count in Count Per Million (cpm). Only transcript with  ≥1 cpm in at least three samples were retained. 

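This filter, at least 1 CPM in at least 3 libraries, retained 45412 of 131100 transcripts and, applied to the summed counts, 15370 of 52459 genes.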

Cpm were transformed by library size and normalized by mean variance with limma-voom. Statistics and log-ratio were calculated with limma-eBayes, by fitting data to a single-factor linear-model with three different levels (mock, EPR, EPRSTOPE).

### Venn diagram and box plots

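With these cut-offs and edgeR's quasi-likelihood test on the 45412 retained transcripts, 1305 transcripts were up and 545 down in EPR compared with mock cells, 1411 were up and 696 down in EPRSTOPE compared with mock cells, and 213 were up and 175 down in EPR compared with EPRSTOPE cells.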

We kept differentially expressed transcripts when the observed Bayesian statistic was significant (Benjamini and Hochberg corrected *p* value <0.01; logFC > | 0.5 |). The functions *limma-vennDiagram* and *pheatmap* were used to cluster and visualize the significant genes. For box plots, summary statistics and plots were calculated and rendered with R software (version 3.5.0, https://www.R-project.org) through package ggpubr (https://CRAN.R-project.org/package=ggpubr) and ggplot2 (https://ggplot2.tidyverse.org). Data distributions and normality have been evaluated using the Shapiro−Wilk and Mann−Whitney tests for unpaired nonparametric data.

### Gene ontology and pathway enrichment

Significant transcripts were summarized at gene level (*tximport-summarizeToGene*), annotated by Gene Ontology and enriched by statistically over-represented term with the *EnrichR* web-application using a nominal *p* value (Student’s *t* test) threshold of *p* < 0.01. The *EnrichR* *p* values refer to the Fisher Exact Test statistics, which is a proportion test that assumes a binomial distribution and independence for probability of any gene belonging to any set.

### Protein alignment

Multiple alignment of mammalian EPR sequences was conducted by using the ClustalW2 package (https://www.ebi.ac.uk).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Raw data from RNA deep-sequencing analyses have been published on the GEO archive under the accession GSE113178. Human EPR expression in different subpopulations of FACS-sorted normal breast cells^21^ and in different human organs was inferred through either the Expression Atlas (https://www.ebi.ac.uk/gxa/home) or the GEPIA web server (http://gepia.cancer-pku.cn). Proteins interacting with EPRp were unambiguously identified by searching a comprehensive nonredundant protein database of the National Center for Biotechnology Information (NCBI, http://www.ncbi.nlm.nih.gov/) and the Mass Spectrometry protein sequence DataBase (MSDB, http://msdn.microsoft.com/en-us/library/ms187112.aspx).

# Supplementary material for: LncRNA EPR controls epithelial proliferation by coordinating Cdkn1a transcription and mRNA decay response to TGF-β
**Source:** Nat Commun. 2019 Apr 29;10:1969. doi: 10.1038/s41467-019-09754-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of EPRp interactors. 

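The list comes from an affinity purification, in which FLAG-tagged EPRp was captured with an antibody against the tag and the proteins bound to it were separated on a gel and identified by mass spectrometry. An entry therefore means that a protein was recovered together with the tagged peptide and not that it binds the peptide directly. The proteomic data are not in the files analysed here.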

List of proteins that specifically interact with EPRp identified by mass spectrometry after immunoaffinity purification and SDS-PAGE analysis in NMuMG cells stably overexpressing FLAG-tagged EPRp.

File Name: Supplementary Data 2

Description: RNA-Seq analysis comparing the transcriptome of NMuMG mock cells with that of NMuMG cells overexpressing either EPR or EPRSTOPE. Experiments were performed in triplicate and analyzed as detailed in the Methods Section.

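The table gives, for each gene, the change between mock cells and EPR or EPRSTOPE cells on the log2 scale with an adjusted p. Its block for EPR holds 1707 genes in the paper's supplement, 1034 with a positive and 673 with a negative log2 fold change. Of these, 1625 were matched by symbol to a tested gene, and 1623 had the same sign as the values calculated here from the estimated counts. Across these genes, which are not independent replicates, the paper's log2 fold changes and those calculated here had a Pearson correlation of 0.984, and the median absolute difference was 0.108. Of the matched genes, 1516 (93.3%) also passed an adjusted p under 0.01 and a log2 fold change beyond 0.5 in edgeR's quasi-likelihood test. The block for EPRSTOPE was available only in part, with 289 genes, of which 283 were matched, all with the same sign and with a Pearson correlation of 0.997. The genes read from these blocks were already selected, with log2 fold changes of at least 1.0 (EPR) and 1.12 (EPRSTOPE) in size. They come from the same experiment, so the equal signs, the correlations and the 93.3% were nearly fixed in advance. The comparison checks the processing and is no independent support. In the EPR block, 3 gene names had been turned into dates and could not be matched.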

File Name: Supplementary Data 3

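The primers are used to measure single transcripts by qRT-PCR or genomic regions by qPCR, which the paper did after ChIP and ChIRP. The 3′ Bio-TEG oligonucleotides carry a biotin group, through which they capture EPR together with the chromatin bound to it. ChIRP data are not in the files analysed here.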

Description: List of primers used for qRT-PCR and qPCR analyses as well as of 3' Bio-TEG oligonucleotides used for ChIRP experiments.

How the deposited data were processed for this re-analysis (not part of the article)

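RNA-Seq was analysed from 9 libraries of NMuMG cells, 3 each of mock cells, cells overexpressing EPR and cells overexpressing EPRSTOPE. Each library's condition was taken from its genotype label, and the library numbers 203 to 211 in the titles were used as replicate names. The authors quantified read pairs with Kallisto on the Gencode vM15 mouse transcripts and deposited, for each transcript, an estimated count without normalization and a TPM value, in which the authors had scaled the counts by effective length to 1000000 per library. The STAR and HTSeq counts described in the methods are not in the files analysed here. The paper's p-values and log2 fold changes in Supplementary Data 2 were made by the authors and were used only for comparison. The paper refers to its methods for them, which describe both STAR and HTSeq gene counts and limma on the Kallisto counts. It does not state which of these gave the values.

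The estimated counts were summed over the transcripts of each gene symbol and rounded to whole numbers, since the tests need counts. The files hold 131100 transcripts of 52459 gene symbols. The totals per library ran from 5972457 to 11876435 estimated counts. At this depth the smallest value that 3 counts can show was 0.253 to 0.502 CPM, and fold changes of genes below that level in one condition are imprecise. Intervals for EPR RNA are 95% Poisson intervals of its counts. The interval of a share of transcripts is a Wilson 95% interval, which treats transcripts as independent although they are not.

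Genes and transcripts with at least 1 CPM in at least 3 libraries were kept, as in the paper's methods, which left 15370 genes and 45412 transcripts. They were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and a single factor of 3 levels fitted to all 9 libraries. The contrasts tested were EPR against mock, EPRSTOPE against mock and EPR against EPRSTOPE, with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.01 and a log2 fold change beyond 0.5, the cut-offs of the paper's methods. The transcript numbers for Fig. 3d used its cut-offs, a log2 fold change beyond 2.5 and an unadjusted p under 0.0001. CPM values are normalized by TMM and given as mean ± SD of 3 libraries. Standard errors were derived from the quasi-likelihood F statistic. Single genes were also compared by an exact permutation test, whose smallest p for 3 libraries against 3 is 0.1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

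The genes named in the text were chosen by a rule. They are every gene the paper names as measured in untreated mock, EPR or EPRSTOPE cells or lists with mouse primers, and, for EPR against mock and EPR against EPRSTOPE, the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p under 0.01, a mean of at least 10 CPM in the higher condition and no overlap between libraries. The closing part also names genes near EPR that the paper lists and members of gene lists.

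The scripts were tested on simulated counts for the 15370 genes, of which 200 were given a log2 fold change of 1.5 in size. edgeR recovered 195 of them (97.5%) with 3 false calls, limma 189 with 2 and DESeq2 198 with 4. The alternatives tried were DESeq2 1.42.0, limma 3.58.1 with voom, no filter, a filter of at least 10 counts in every library, counts scaled from TPM and transcript length, a fit of only the compared conditions, other thresholds, transcripts in place of genes and genes in place of transcripts, and leaving out each library in turn. To see how often other groupings of the libraries give as many changes, the tests were repeated for all 10 splits of the 6 libraries of each comparison and for 100 of the 280 partitions of the 9 libraries.

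Positions, GC content and the EPR transcript came from Gencode M21 on GRCm38. Gene lists were tested by comparing the median log2 fold change of a list with that of 100000 random lists of the same size. Shifts of neighbouring genes were tested in windows of 50 genes at steps of 10, against 100 shuffles of the gene order. Gene Ontology enrichment was left out because no term annotation was used here, and the immunoblots, qRT-PCR, ChIRP, TGF-β and silencing experiments were left out because they are not in the files analysed here.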

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

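Compared with mock cells, 55 genes changed in opposite directions in EPR and EPRSTOPE cells. All 55 also differed past the threshold in the direct comparison of EPR with EPRSTOPE cells, which their selection in the same fit made nearly certain. They are a small part of the 2910 genes changed with both. In the direct comparison, the ranges of library totals overlapped over 1.763 M (M, 1000000) estimated counts, and the log2 fold changes were almost unrelated to transcript length (Spearman correlation 0.018 across genes) and only weakly related to GC content (-0.1). Of the windows of neighbouring genes, 4.29% were shifted beyond all shuffles. This is under the 5% set in advance for a regional difference, but shifts of a few small chromosomes can stay under that share. The 477 genes of chromosome 19 had a median log2 fold change of 0.546 in EPR compared with EPRSTOPE cells and of -0.554 in EPRSTOPE compared with mock cells, and in its highest window 46 of 50 genes were higher in EPR cells (median 0.647). The 586 genes of chromosome 12 had a median of -0.253 in EPR compared with EPRSTOPE cells, and in its lowest window 43 of 50 genes were lower in EPR cells (median -0.413). A difference in copy number between EPR and EPRSTOPE cells therefore remains a candidate explanation for changes on these chromosomes. In a fit of the 6 EPR and EPRSTOPE libraries, only 1 of the 10 splits, the real one, gave as many genes (1931, the other splits giving 0), and 10 splits cannot give a share under 0.1. At the cut-offs of Fig. 3d, again 1 of the 10 splits gave as many transcripts (58, the others at most 8). For this comparison, the overlap of library sizes was chosen as a criterion only after the totals had been seen. Reads shared between paralogs were not tested. The design offers the peptide as a biological explanation, but EPR and EPRSTOPE cells also differ in the level of EPR RNA and are separately selected populations, and the 9 libraries cannot separate these.

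EPR RNA itself was higher in EPR than in EPRSTOPE cells, with a log2 fold change of 2.56, although both constructs are meant to express the same RNA apart from a single base. Reads lost at the mutated base would affect at most the 2.1% of the transcript's 31-base words that hold it, whereas 83.0% of the signal was missing. Low depth does not account for it either, since the lowest 95% lower bound in EPR libraries was 20.86 CPM and the highest upper bound in EPRSTOPE libraries 6.836 CPM. A library-size difference was covered by the same overlap of 1.763 M estimated counts. If the amount of EPR RNA alone set the other genes, EPRSTOPE cells would be predicted to lie between mock and EPR cells for most of the 2031 genes that differ between EPR and EPRSTOPE cells. They did so for 24.9% (506 genes), lay beyond EPR cells for 716 and on the other side of mock cells for 809. The genes were sorted by their means alone, without allowance for the spread of the libraries. Since EPRSTOPE cells hold little EPR RNA, a graded response would leave many genes close to mock cells, where the side on which a mean falls can be chance. The 716 genes beyond EPR cells go against such a response, as do the 55 genes changed in opposite directions compared with mock cells. For the remaining genes it was not excluded. All 3 of these predictions were written after the level of EPR RNA had been seen. Whether the lower level comes from the transfected populations or from a less stable mutant RNA was not tested.

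The paper's text discusses *Cdkn1a* but not other p53 targets, although its list of primers includes *Trp53inp1*. The median log2 fold change of a list of 34 p53 target genes without *Cdkn1a* was 1.181 in EPR and 1.003 in EPRSTOPE cells compared with mock cells, against -0.011 and -0.039 for all genes. Random lists of the same size never reached these medians (permutation p = 1e-05 in each comparison, the smallest the resamples can give, and 2.5e-05 after Benjamini-Hochberg adjustment over 10 list tests), and 25 of the 34 genes passed the threshold upward in each comparison, none downward. *Mdm2* had log2 fold changes of 2.33 and 1.9, *Ccng1* of 2.75 and 2.26, and *Trp53inp1* of 4.24 and 3.77, the last higher in all 3 libraries of each population than in every mock library. The prediction was written after *Trp53inp1* and other members had been seen. Among technical explanations for the changes relative to mock cells, library totals of EPR and mock cells overlapped over 3.735 M estimated counts, the correlation of log2 fold changes with transcript length was 0.008 and with GC content 0.062, the share of the 10 most abundant genes differed by 1.28 percentage points, and 0 of the 9 libraries was closest to a library of another condition, a check thought of after the correlations had been seen. In the fits of 6 libraries, 1 of the 10 splits gave as many changed genes for EPR against mock (4355, the others 0) and 1 of 10 for EPRSTOPE against mock (4148, the others 0), a share that cannot go under 0.1. A candidate explanation is that p53 is more active in both transfected populations than in mock cells and contributes to the level of *Cdkn1a*. *Trp53* RNA itself was slightly lower (log2 fold changes -0.48 and -0.41), and *Cdkn2a* was lower (-2.38 and -3.34). Whether this follows from EPR or from a difference between the selected cell populations, for example in the mock cells, cannot be told from these libraries.

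In EPR compared with mock cells, 61 of 1444 windows of 50 neighbouring genes (4.22%) had a median log2 fold change outside the range of all shuffles of the gene order. The share was 6.99% (101 windows) in EPRSTOPE compared with mock cells. The criterion of 5%, set before the test, was reached only by EPRSTOPE, but whole chromosomes were shifted in both comparisons. The median log2 fold change was 0.488 for the 490 genes of chromosome 14 and 0.488 for the 526 genes of chromosome 15 in EPR cells, and 0.591 and 0.512 in EPRSTOPE cells. Regional differences such as a change of copy number therefore remain a candidate explanation for part of the changes in both populations. The lowest window was the same in both comparisons, on chromosome 13 from 21715763 to 23745602, with medians of -1.961 and -2.277. Of its 50 genes, 42 were histone genes, and 46 were lower in EPR and 47 in EPRSTOPE cells. Since many histone genes are expressed together with DNA replication, this window may reflect slower proliferation rather than a copy-number difference. The highest window was also shared, on chromosome 14 from 68606027 to 76010865, with medians of 1.025 and 1.1 and with 44 and 43 of 50 genes higher. It holds no histone genes, and a difference in copy number relative to mock cells was not tested for it with DNA data.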

How the results depend on the processing

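The sample mapping, the main tests and all alternatives below were fixed before the processed files arrived. Some checks, predictions and gene lists of this closing part were set later, as stated with each. Of 176 results, 118 were labelled unchanged under every alternative. This label does not mean that a value stayed the same, since a count was labelled as moved only from a ratio of 1.5. The genes changed in the same direction by EPR and EPRSTOPE, 2855 in the main fit and 1944 with counts scaled from TPM and transcript length, were labelled unchanged. So was the log2 fold change of EPR RNA in EPR against mock cells, 8.205 in the main fit and 10.76 without mock replicate 205. Of the alternative rows, 2351 were unchanged, 72 counts or values moved, 29 became stronger, 26 weaker and 21 changed sign. The stronger and weaker rows all belong to single named genes. The replicate block was not run because the labels give each library its own number, so that no replicate number is shared between conditions.

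Counts scaled from TPM and transcript length reduced the genes that differ among the 3 conditions to 3780, the genes down to 1260 for EPR and 1190 for EPRSTOPE compared with mock cells, and the genes for EPR compared with EPRSTOPE cells to 461 up and 443 down. This alternative divides by effective lengths that differ between libraries, which could add variation between replicates. A log2 fold change beyond 1 left 1354 genes up and 942 down for EPR against mock, 1300 and 1073 for EPRSTOPE against mock, and 577 and 424 for EPR against EPRSTOPE. Transcripts in place of genes gave 1305 up and 545 down, 1411 and 696, and 213 and 175 for the same comparisons. With at least 10 counts in every library, the genes beyond a log2 fold change of 1 went from 1354 to 850 up and from 942 to 576 down for EPR against mock, from 1300 to 830 and from 1073 to 652 for EPRSTOPE against mock, and from 577 to 296 and from 424 to 229 for EPR against EPRSTOPE. Counts scaled from TPM and transcript length took the 577 genes to 359, and the 55 genes changed in opposite directions to 29. The counts of a gene are spread over its transcripts, whose biological coefficient of variation was 0.7089 against 0.1317 for genes, and this may explain the lower numbers of transcripts. The Spearman correlation of the log2 fold changes of EPR and EPRSTOPE was 0.7113 in the main fit. It was 0.5952 without a filter, where genes with few counts enter and may add noise. For genes with at least 10 counts in every library it was 0.7483.

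The transcript numbers at the cut-offs of Fig. 3d depended most on the processing. Given in the order EPR only, shared and EPRSTOPE only, DESeq2 gave 211, 473 and 180 transcripts up and 172, 166 and 297 down. The filter of at least 10 counts in every library gave 36, 66 and 38 up and 16, 16 and 50 down, since it removes transcripts that are silent in 1 condition. An adjusted in place of an unadjusted p gave 24, 82 and 27 up and 9, 7 and 28 down. Genes in place of transcripts gave 136 up in EPR only and 118 in EPRSTOPE only, and 66, 133 and 169 down. With limma, 112 shared transcripts were up and 63 were down in EPRSTOPE only. The share of changed transcripts that differ directly, 14.66% in the main fit, was 20.63% with DESeq2, 7.658% with at least 10 counts in every library and 22.02% for genes. The differences between tools could come from how each estimates the spread of transcripts with few counts.

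Across the 9 fits that each left out 1 library, the transcripts up ranged from 38 to 79 in EPR only, from 174 to 218 in both and from 46 to 67 in EPRSTOPE only, and those down from 19 to 42, from 23 to 48 and from 57 to 119. The directly differing share ranged from 10.96% to 17.55%.

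All changes of sign concerned single genes whose log2 fold change was not past the threshold in the alternative. With counts scaled from TPM and transcript length, they were *Adamts10* in EPR against mock (-0.332), *Fstl1* in EPRSTOPE against mock (-0.099), and *Klhl2* (0.316) and *Rpl32* (0.044) in EPR against EPRSTOPE. With limma, *Cxcl12*, *Gm10184* and *Scarf2*, which have no counts in either population, went from 0 to -0.338 in EPR against EPRSTOPE, *Gm20425* from 0 to 0.214 in EPRSTOPE against mock, and *Tma16* to -0.000. With single libraries left out, the log2 fold changes of EPR against EPRSTOPE ranged from -0.159 to 0.178 for *Gapdh*, from -0.106 to 0.01 for *Rpl32*, from -0.04 to 0.098 for *Tma16*, from -0.136 to 2.434 for *Gm10221* and from -2.58 to 0 for *Ebf3*. In EPR against mock they ranged from -4.034 to 0 for *Serpinb11* and from -2.43 to 0 for *Serpinb7*. Apart from *Gm10221*, these are genes near 0 counts in a compared condition or near no change. *Gm10221* varied widely between libraries, with 150, 196 and 524 counts in EPR and 322, 99 and 0 in EPRSTOPE libraries.

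Depth limits genes that are nearly silent in mock cells. EPR RNA had 2 counts in all mock libraries together, and its log2 fold change ranged from 7.688 to 10.76 in EPR and from 5.128 to 8.201 in EPRSTOPE cells with single libraries left out. With single libraries left out, the counts of changed genes ranged from 2113 to 2376 up and from 1651 to 1992 down for EPR against mock. For EPR against EPRSTOPE they ranged from 832 to 1062 up and from 804 to 964 down, against 1055 and 976 in the main fit. The genes differing among the 3 conditions ranged from 6050 to 6847, under the 7127 of the main fit.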

Differences from the paper's values

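The paper states between 68 and 77 M reads (M, 1000000), without saying whether this is per library. The estimated counts per library summed to between 5.972 and 11.88 M. The estimated counts are read pairs assigned to transcripts and the paper's number is of reads before that step, so they cannot be compared directly. No alternative applies to these totals. The paper's text gives an overexpression of EPR of 3- to 12-fold in different pools, and in the sequenced EPR cells the fold change over mock cells was 295.1. None of the alternatives set before the files arrived closed this gap.

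For the transcript numbers of Fig. 3d, the paper's are about 35 up in EPR only in Fig. 3d, read by eye, against 72 here. The filter of at least 10 counts in every library (36), an adjusted p (24), and leaving out mock replicate 204 (52), mock replicate 205 (44), EPR replicate 206 (38), EPR replicate 207 (39) or EPR replicate 208 (45) brought the number within 1.5 times the paper's, and the other alternatives did not. The paper's shared transcripts up are about 120 in Fig. 3d, read by eye, against 227. Limma (112), an adjusted p (82) and leaving out EPR replicate 206 (174), 207 (175) or 208 (177) came within range. The paper's methods name limma, and the other 10 alternatives did not come within range. For transcripts down, the paper's are about 17 in EPR only, about 96 shared and about 160 in EPRSTOPE only in Fig. 3d, read by eye, against 43, 49 and 100. The first came within range with at least 10 counts in every library (16) and without mock replicate 203 (21), 204 (21) or 205 (19), the shared number with genes in place of transcripts (133), and the last with genes in place of transcripts (169) and without EPRSTOPE replicate 211 (119). No other alternative did, and none brought all of these numbers within range together. The percentage that the paper attributes to the peptide is about 6% in Fig. 3d, read by eye. The nearest measure here is the share of changed transcripts that also passed in the direct comparison, 14.66%. The paper does not state the denominator of its percentage, so they may not be the same measure. The share here also includes any effect of the different level of EPR RNA. Only the filter of at least 10 counts in every library (7.658%) came within range.

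In Fig. 3b, read by eye, the paper's qRT-PCR fold change of *Cdh1* is about 3.8 with EPR and about 2.9 with EPRSTOPE, against 598.5 and 433.2 in the RNA-Seq data. For *Ocln*, the paper's are about 3.3 and about 2.7 in Fig. 3b, read by eye, against 38.56 and 23.01. No alternative closed these gaps. In Fig. 3e, read by eye, the paper's *Anxa6* with EPR is at about 0.08 of mock, against 0.003951, and no alternative closed the gap. *Pcdh19* with EPR is at about 0.3 of mock in Fig. 3e, read by eye, for the paper, against 0.1989. Limma (0.2031), at least 10 counts in every library (0.202), counts scaled from TPM and transcript length (0.3018), a fit of only the compared conditions (0.2011) and leaving out mock replicate 203 (0.2076), EPR replicate 207 (0.2088) or EPRSTOPE replicate 209 (0.2003) came within range, and the others did not.

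Some log2 fold changes differ from the paper's Supplementary Data 2 by more than the larger error. For EPR against mock, the paper's *Cdh1* is 9.88, against 9.23, and limma (9.31) and leaving out mock replicate 204 (9.42) or 205 (9.39) came within the error. The paper's *Ocln* is 6.19, against 5.27, the paper's *Fstl1* is -7.88, against -6.01, the paper's *Rap1gap* is 2.14, against 1.95, and the paper's *Cdx2* is 8.01, against 6.96, and no alternative closed these gaps. The paper's *Adam12* is -7.46, against -6.52, and the paper's *Anxa6* is -8.29, against -7.98. Only leaving out EPR replicate 208 brought these within the error (-7.11 and -8.18). The paper's *Pcdh19* is -2.52, against -2.33, with values within the error without mock replicate 204 (-2.35) or 205 (-2.39) or EPR replicate 206 (-2.36) or 208 (-2.36). The paper's *Slc9a2* is 9.25, against 9.80, and leaving out mock replicate 203 (9.48) or 204 (9.28) closed the gap. The paper's *Cdkn2b* is 1.49, against 1.28, and at least 10 counts in every library (1.3), counts scaled from TPM and transcript length (1.37), a fit of only the compared conditions (1.3) and leaving out mock replicate 205 (1.35) or EPR replicate 206 (1.33) did so. For EPRSTOPE against mock, the paper's *Cdh1* is 9.4, against 8.76, within the error with limma (8.84) and without mock replicate 204 (8.96) or 205 (8.92). The paper's *Fhl1* is 4.19, against 4.37, within the error with counts scaled from TPM and transcript length (4.08) and without EPRSTOPE replicate 211 (4.31). For each of these genes, the alternatives not named left a difference. All these values have the paper's sign.

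In Fig. 3d the largest class is that of transcripts down only with EPRSTOPE, whereas the largest class here was that of transcripts up with both, at 227 against 100. The paper lists *Slc9a2* and *Slc39a4* among transcripts affected by the peptide as such, and both were also higher in EPRSTOPE than in mock cells here, with log2 fold changes of 3.09 and 5.39.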

Other observations

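The other groupings of the 9 libraries were used to ask how often chance gives as many changes. Of 100 partitions drawn from the 280 possible into 3 groups of 3, 1, the real one, gave as many genes differing among the groups (7127, the others at most 172), and 1 gave as many transcripts changed alike in EPR and EPRSTOPE cells at the cut-offs of Fig. 3d (276, the others at most 31). For the transcripts of EPR against mock and of EPRSTOPE against mock, 1 of the 10 splits of the 6 libraries gave as many, with 315 against at most 4 and 276 against at most 7.

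The paper reports slower proliferation of EPR and EPRSTOPE cells. A list of 35 proliferation genes, with its prediction written before the result was seen, had median log2 fold changes of -0.98 in EPR and -1.587 in EPRSTOPE compared with mock cells (permutation p = 1e-05 in each, the smallest the resamples can give, and 2.5e-05 after Benjamini-Hochberg adjustment over 10 list tests). All 35 genes were lower in EPR cells, 31 of them past the threshold. In EPRSTOPE cells 28 were lower, 22 past the threshold, and 4 were higher past it. These 4 were *Ccne1*, *Ccne2*, *Cdc6* and *Cdt1*, with log2 fold changes of 1.48, 0.69, 0.73 and 0.60 in EPRSTOPE cells. *Mki67* had log2 fold changes of -1.28 and -2.44. The medians of the list go with slower proliferation of both populations, but not every gene does in EPRSTOPE cells. The technical checks on the EPR comparison with mock cells, with correlations of 0.008 with length and 0.062 with GC content, gave no other source, but regional shifts and a difference between the selected populations that does not depend on EPR remain possible.

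A list of 19 TGF-β target symbols was predicted, before the result was seen, to be lower if EPR counteracted a TGF-β response without treatment. Of these symbols, *Ccn1* and *Ccn2* are other names of the listed *Cyr61* and *Ctgf* and had no values. The median was -0.312 in EPR (permutation p = 0.037, adjusted 0.046) and -0.017 in EPRSTOPE cells (permutation p = 0.55, adjusted 0.55), with 11 and 9 of the 16 tested genes lower, so that the prediction for both populations was not met. Every member was scored as raised by TGF-β, among them *Id1*, *Id2* and *Id3*. The direction of each member's response in these cells was not checked, so the list cannot decide whether EPR counteracts a TGF-β response. The difference between EPR and EPRSTOPE cells in this list was not tested.

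Lists of further epithelial and mesenchymal genes were written after the markers had been seen. The markers of the RNA-Seq passages (*Cdh1*, *Ocln*, *Tjp1*, *Fn1*, *Fstl1*, *Zeb2*, *Adam12*, *Tnc*, *Cdh2* and *Twist2*) were left out, but *Vim* and *Snai1*, which the paper names as mesenchymal markers in human samples, remained in the mesenchymal list. Only 12 of 23 epithelial genes (52.2%) and 13 of 22 mesenchymal genes (59.1%) were expressed highly enough to be tested, which is under 80%, so both checks are void and cannot tell. The untested epithelial genes had means under 1 CPM in mock, EPR and EPRSTOPE cells alike. Examples in EPR cells are *Cldn4* (0.10 CPM), *Cldn7* (0.23) and *Esrp1* (0.08), so these genes stayed low with EPR. Of the 12 tested epithelial genes, 10 were higher in EPR than in mock cells, 9 of them past the threshold. The larger of the permutation p-values of EPR and EPRSTOPE was 0.00071 for the epithelial list, with medians of 1.307 and 0.805, and 0.35 for the mesenchymal list, with medians of -0.575 and -0.11.

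The sequenced mock cells held almost no *Cdh1* (0.84 ± 0.46 CPM, SD, n = 3) or *Ocln* (0.31 ± 0.15 CPM, SD, n = 3), and EPR RNA was at 0 to 0.162 CPM, below the smallest value that 3 counts can show. Several genes were silent in 1 condition and expressed in another. Without a count in the 3 libraries of one condition and at 10 CPM or more in each of the 3 libraries of the other, there were 8 genes off in EPR and on in mock cells, 5 off in mock and on in EPR cells, 19 off in EPRSTOPE and on in mock cells, 7 off in mock and on in EPRSTOPE cells, 3 off in EPRSTOPE and on in EPR cells and 1 off in EPR and on in EPRSTOPE cells. *Armcx3*, for example, was at 23.8 ± 0.2 CPM in mock and 32.4 ± 4.0 CPM in EPR cells (SD, n = 3 each) and had no count in EPRSTOPE cells.

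The paper reports, from unpublished data on TGF-β-treated cells, that genes near EPR do not respond to its loss. In untreated EPR compared with mock cells, the log2 fold change was 1.02 for *Palld*, -0.29 for *Cpe*, 0.60 for *Msmo1* (*Sc4mol* in the paper), 0.15 for *Klhl2*, 0.24 for *Tmem192*, -0.59 for *Tma16*, -1.29 for *Naf1* and 0.41 for *Nat2*. Of these, *Palld*, *Msmo1*, *Tma16* and *Naf1* passed an adjusted p of 0.01 in edgeR's quasi-likelihood test and a log2 fold change beyond 0.5. In EPRSTOPE compared with mock cells, *Msmo1* (0.70), *Tmem192* (0.84), *Tma16* (-0.59) and *Naf1* (-1.60) passed both. *Palld* was at -0.61 and did not pass (adjusted p = 0.028 in the edgeR fit). EPR was expressed from transfected plasmids here, so these values do not bear on an effect in cis.

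Of the genes with primers in Supplementary Data 3 that no passage covers, *Cdkn2b* had log2 fold changes of 1.28 in EPR and 0.12 in EPRSTOPE compared with mock cells, *Rap1gap* of 1.95 and 1.45, *Cdx2* of 6.96 and 8.28, and *Fhl1* of 2.9 and 4.37. *Snai1*, also among the primers, had log2 fold changes of 0.76 and 1.59. *Gapdh* (-0.34 and -0.36) and *Rpl32* (-0.21 and -0.14) did not pass the threshold in either comparison.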
